# YAP/TAZ and ATF4 drive resistance to Sorafenib in hepatocellular carcinoma by preventing ferroptosis

**DOI:** 10.15252/emmm.202114351

**Published:** 2021-10-19

**Authors:** Ruize Gao, Ravi K R Kalathur, Mairene Coto‐Llerena, Caner Ercan, David Buechel, Song Shuang, Salvatore Piscuoglio, Michael T Dill, Fernando D Camargo, Gerhard Christofori, Fengyuan Tang

**Keywords:** ATF4, ferroptosis, Hippo signaling, liver cancer, YAP/TAZ, Autophagy & Cell Death, Cancer, Digestive System

## Abstract

Understanding the mechanisms underlying evasive resistance in cancer is an unmet medical need to improve the efficacy of current therapies. In this study, a combination of shRNA‐mediated synthetic lethality screening and transcriptomic analysis revealed the transcription factors YAP/TAZ as key drivers of Sorafenib resistance in hepatocellular carcinoma (HCC) by repressing Sorafenib‐induced ferroptosis. Mechanistically, in a TEAD‐dependent manner, YAP/TAZ induce the expression of SLC7A11, a key transporter maintaining intracellular glutathione homeostasis, thus enabling HCC cells to overcome Sorafenib‐induced ferroptosis. At the same time, YAP/TAZ sustain the protein stability, nuclear localization, and transcriptional activity of ATF4 which in turn cooperates to induce SLC7A11 expression. Our study uncovers a critical role of YAP/TAZ in the repression of ferroptosis and thus in the establishment of Sorafenib resistance in HCC, highlighting YAP/TAZ‐based rewiring strategies as potential approaches to overcome HCC therapy resistance.

**The paper explained**

**Problem**

While treatment of liver cancer patients with Sorafenib, the current treatment of choice for advanced hepatocellular carcinoma, induces in most cases initial beneficial effects, resistance to Sorafenib therapy eventually occurs, tumors relapse, and patients succumb to the disease.

**Results**

We investigated the molecular mechanism underlying the development and maintenance of resistance to Sorafenib therapy in liver cancer cells. We found that the transcriptional regulators YAP/TAZ and ATF4 cooperatively induce the expression of genes required for antioxidant pathways, which are critical to prevent cancer cell death by ferroptosis. These pathways are also upregulated in tumors of Sorafenib‐resistant liver cancer patients. Proof‐of‐concept experiments with cultured liver cancer cells and in liver cancer mouse models revealed that inhibition of these pathways prevents the development of resistance to Sorafenib therapy.

**Impact**

These results suggest the possibility to re‐sensitize therapy‐resistant liver cancers to Sorafenib treatment by pharmacologically repressing the antioxidant pathways regulated by YAP/TAZ and ATF4.

## Introduction

Liver cancer is the second leading cause of cancer‐related mortality in patients. Hepatocellular carcinoma (HCC) represents about 90% of all cases of primary liver cancer (Llovet *et al*, 2008, 2016). Although cancer therapies have substantially improved clinical outcome (Kudo *et al*, 2018; Lee *et al*, 2020), patients invariably experience cancer relapse. Thus, delineating the mechanisms underlying evasive resistance of HCC is an unmet medical need and may add to a general understanding of therapy resistance in other cancer types as well.

Ferroptosis is an emerging type of cell death induced by metal iron and reactive oxygen species (ROS) and driven by lipid peroxidation (Dixon *et al*, 2012; Jiang *et al*, 2021). Among the core regulatory components, the cystine‐glutamate antiporter known as system Xc‐ or xCT (SLC7A11, encoded by the gene *SLC7A11*) imports cystine for the *de novo* synthesis of the important antioxidant peptide glutathione (GSH). GSH, among many functions, is also used as a substrate of phospholipid‐hydroxyperoxide‐glutathione‐peroxidase (GPX4) to catalyze the detoxification of phospholipid hydroperoxides (Lachaier *et al*, 2014). Hence, ferroptosis can be potently induced by cysteine deprivation and GPX4 inhibition. Small pharmacological inhibitors, including the GPX4 inhibitor RSL3, and Erastin and Sorafenib as direct inhibitors of xCT‐mediated import function, are widely used for the induction of ferroptosis (Dixon *et al*, 2012; Lachaier *et al*, 2014).

YAP/TAZ are well‐characterized transcriptional effectors of Hippo signaling involved in a variety of physio‐pathological processes, including tumorigenesis and tissue regeneration (Pan, 2010; Harvey *et al*, 2013). Previous studies have suggested the Hippo‐YAP/TAZ pathway is a key driver of ferroptosis in epithelial tumors (Wu *et al*, 2019; Yang *et al*, 2019). Here, we aimed at dissecting the molecular drivers of Sorafenib resistance in HCC and identified YAP/TAZ as negative regulators of ferroptosis. In a TEAD‐ and ATF4‐dependent manner, YAP/TAZ induce the expression of SLC7A11, thus assisting cells in overcoming Sorafenib‐induced ferroptosis. Moreover, the data suggest YAP/TAZ as key chaperones in stabilizing ATF4 protein and sustaining its nuclear transcriptional activity. Our study highlights YAP/TAZ as novel repressors of ferroptosis and, thus, as attractive therapeutic targets to overcome therapy resistance.

## Results

### Identification of YAP/TAZ as key drivers of Sorafenib resistance

To identify the molecular mechanisms underlying therapy resistance in HCC, we had previously established Sorafenib‐resistant HCC cell lines, called Huh7‐IR and Huh7‐CR (IC50 of 10.7 and 10.8 µM, respectively) and Hep3B‐IR and Hep3B‐CR (IC50 of 7.2 and 8.3 µM, respectively), as compared to their Sorafenib‐sensitive parental cell lines Huh7 and Hep3B (IC50 of 1.7 and 3.0 µM, respectively) (Appendix Fig S1A–C) (Tang *et al*, 2019; Gao *et al*, 2021). Global transcriptomic analysis between the Sorafenib‐sensitive parental cells and their Sorafenib‐resistant derivatives revealed that, in addition to changes in various signaling pathways, cellular metabolism pathways had dynamically shifted in HCC cells upon the establishment of Sorafenib resistance, including amino acid metabolism (Appendix Fig S1D; Dataset [Link], [Link]).

To functionally identify intrinsic drivers of Sorafenib resistance in HCC cells, we performed a genome‐wide shRNA‐mediated synthetic lethality screen in Sorafenib‐resistant HCC cells (Fig 1A). Notably, we turned our focus on the identification of factors and pathways involved in the establishment of adaptive resistance to Sorafenib, as opposed to the factors and pathways activated during an acute response to Sorafenib treatment. Huh7‐IR and Huh7‐CR cells were transfected with a shRNA library selected to target all genes known to play a role in cell signaling and covering each gene with at least 8 independent shRNA sequences. Cells were then cultured for 4 weeks under selection conditions in the presence of Sorafenib. Then, genomic DNA was extracted, and shRNA barcodes were amplified for next‐generation sequencing to identify shRNAs and their target genes which have been lost during long‐term culture, indicating that these genes may be critical for the maintenance of Sorafenib resistance. shRNAs which had dropped out in parental Huh7 cells upon acute treatment with Sorafenib were subtracted from the list, to only enrich for the genes critical for the maintenance of Sorafenib resistance, and a total of 1,072 genes were identified (Appendix Fig S1E; Dataset [Link], [Link]). We also reasoned that critical drivers of Sorafenib resistance were deregulated at a transcriptional level during the adaptive reprogramming. Thus, we overlaid the hits from the synthetic lethality screen with the list of genes differentially regulated during the establishment of therapy resistance. This analytical combination revealed a total of 38 significant hits, among which eight genes were retrieved by more than three independent shRNA sequences and their gene regulation was highly significant (Fig 1B; Dataset [Link], [Link]). Interestingly, among these eight top candidate genes was the Hippo pathway transducer *WWTR1*, also known as TAZ.

**Figure 1:**
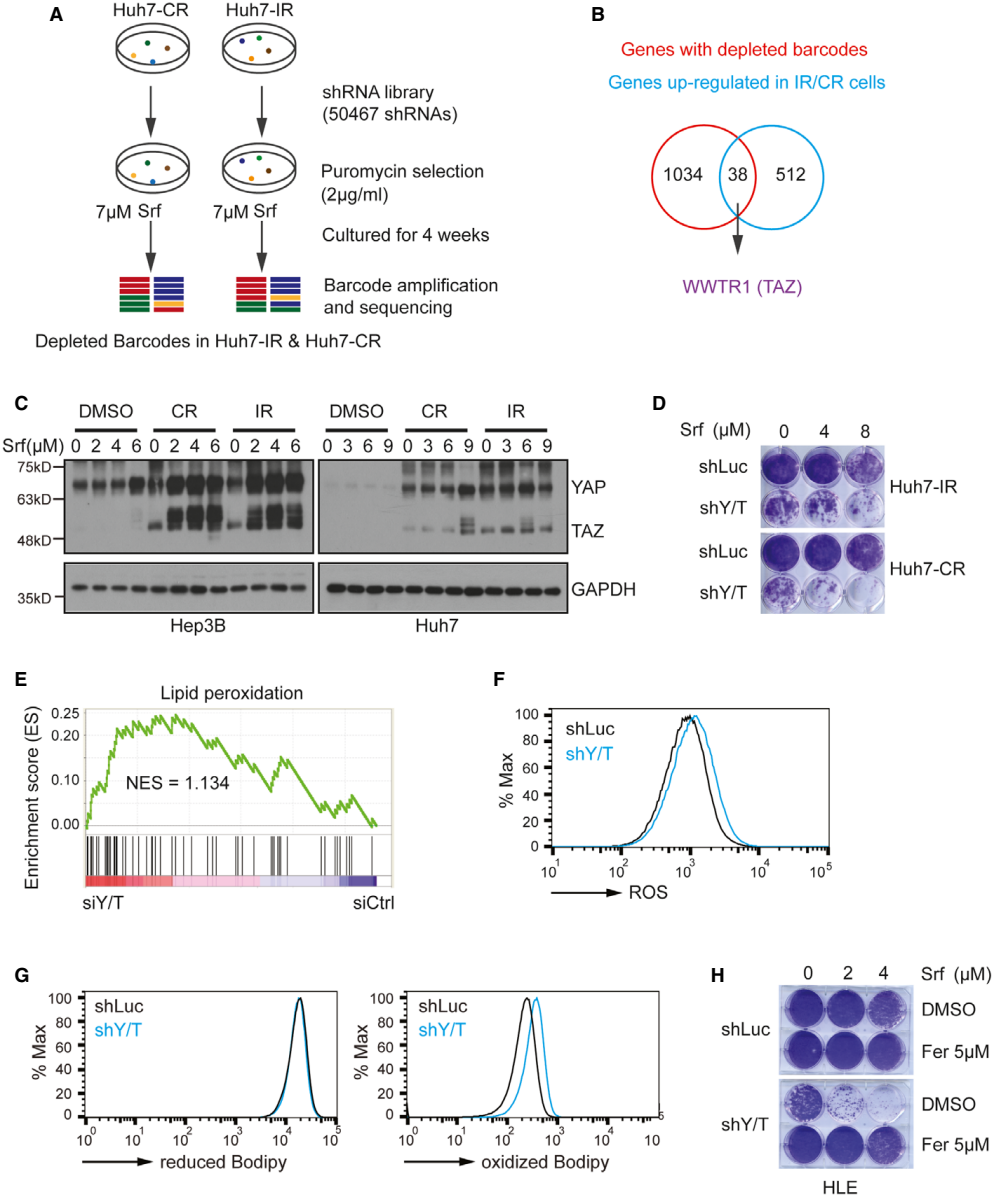
YAP/TAZ are key drivers of Sorafenib resistance by inhibiting ferroptosis Scheme of the shRNA‐mediated synthetic lethal screen. Huh7‐IR and CR cells were infected with lentiviral vectors (MOI = 0.5) expressing the shRNA library (human genome‐wide pooled lentiviral shRNA library module 1, vector: pRSI16cb, Cellecta) and cultured with 2 μg/ml puromycin for the selection of shRNA‐expressing cells plus 7 μM Sorafenib (Srf). After 4 weeks of culture, genomic DNA was extracted, and shRNA barcodes were amplified for next‐generation sequencing to uncover the critical genes for Sorafenib resistance.Combinatorial analysis of genes differentially expressed between Sorafenib‐sensitive and resistant cells and genes with depleted barcodes in the synthetic lethal screen in Huh7‐IR and CR cells. Thirty‐eight common genes were identified, among which was *WWTR1* coding for TAZ.Huh7‐parental, IR and CR, and Hep3B‐parental, and IR and CR cells were treated with different concentrations of Sorafenib (0, 3, 6, 9 μM) for Huh7‐P/IR/CR and Sorafenib (0, 2, 4, 6 μM) for Hep3B‐P/IR/CR for 18 h before harvest. Protein levels of YAP and TAZ were determined by immunoblotting illustrating higher protein levels of YAP/TAZ in Sorafenib‐resistant cells. GAPDH served as loading control. Results represent three independent experiments.Colony formation assay showing that shRNA‐mediated depletion of YAP/TAZ leads to cell numbers in response to Sorafenib treatment. Huh7 IR and CR cells either expressing a control shRNA (shLuc, non‐targeting shRNA) or shRNA against both YAP and TAZ (shY/T) were treated with different concentrations of Sorafenib (0, 4, 8 μM) for 2 weeks and colonies were visualized by crystal violet staining. Results represent three independent experiments.Gene Set Enrichment Analysis (GSEA) of the genes differentially expressed between YAP/TAZ‐deficient (siY/T) and control siRNA (siCtrl) transfected HLE cells showed an enrichment for genes involved in the regulation of lipid peroxidation.Basal reactive oxygen (ROS) levels increased upon loss of YAP/TAZ. HLE‐shLuc and HLE‐shY/T cell lines were stained with CellROX™ Green Flow Cytometry Assay Kit, and ROS levels were measured by flow cytometry using a 488 nm laser. Results represent three independent experiments.Basal lipid peroxidation levels increased with the loss of function of YAP/TAZ. HLE‐shLuc and HLE‐shY/T cells were stained with C11‐BODIPY 581/591. Reduced‐Bodipy was measured by flow cytometry using a 488 nm laser, and oxidized‐Bodipy was measured with a 561 nm laser. A significant shift of oxidized‐Bodipy occurred upon depletion of YAP/TAZ. Results represent three independent experiments.Colony formation assay demonstrating that the ferroptosis inhibitor Ferrostatin‐1 (Fer) reversed Sorafenib‐induced cell death in YAP/TAZ‐deficient HCC cells. HLE‐shLuc and shY/T cells were treated with different concentrations of Sorafenib (0, 2, 4 μM) and either DMSO or Ferrostatin‐1 (Fer; 5 μM) for 2 weeks. Results represent three independent experiments. Source data are available online for this figure.

The mammalian Hippo pathway has been previously implicated in tumorigenesis and therapy response in liver cancers (Harvey *et al*, 2013), and YAP and TAZ are well‐established Hippo transducers sharing redundant functional read‐outs (Totaro *et al*, 2018). Thus, we next focused our analysis on examining the expression of YAP and TAZ in Sorafenib‐sensitive and resistant HCC cell lines. Indeed, we found high expression of YAP and TAZ in Sorafenib‐resistant cells as compared to their sensitive counterparts (Fig 1C). Importantly, shRNA‐mediated ablation of YAP and TAZ expression revealed that they were required to maintain the acquired resistance to Sorafenib, as determined by colony formation assays (Fig 1D).

Together, these data indicate that YAP and TAZ represent critical drivers of acquired resistance to Sorafenib in HCC cells.

### YAP/TAZ promote resistance by antagonizing Sorafenib‐induced ferroptosis

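HLE cells, a human hepatocellular carcinoma cell line, were transfected with a control siRNA (siCtrl), with siRNAs against YAP and TAZ (siY/T) or with siRNA against ATF4 (siATF4). Each was cultured with the vehicle DMSO or with the kinase inhibitor Sorafenib (Srf), and RNA was sequenced from 2 libraries in each of the 6 groups. The legend of Fig 5A gives 6 µM Sorafenib for 18 h, whereas the sample labels give 5 µM and no time. The paper's methods state that RNA was extracted in biological triplicates, whereas the labels and the deposited table hold 2 libraries per group. The methods name an Illumina HiSeq instrument and a stranded total RNA kit with sequencing of poly(A) RNA, and the labels name an Illumina NextSeq instrument and a stranded mRNA kit with poly(A) enrichment. The authors mapped single-end reads to hg19 with STAR, kept reads with a single position in the genome, and counted them over the exons of RefSeq mRNAs with QuasR. They deposited CPM, the reads of a gene per 1000000 reads on genes, for 26258 genes listed by Entrez identifier, and each library added up to that total. All values of each library were whole multiples of the value of 1 read within a tolerance of 0.001 read, so the number of reads behind each value was recovered. The libraries held between 41408348 and 53619732 reads on genes with a median of 47939446, so that 1 read stood for 0.0187 to 0.0242 CPM. The reads of the 2 libraries were 53619732 and 45062847 in siCtrl DMSO cells, 51266857 and 41408348 in siY/T DMSO cells and 46666608 and 50492961 in siATF4 DMSO cells. With Sorafenib they were 49600994 and 49137093 in siCtrl cells, 46741798 and 42773764 in siY/T cells and 52739295 and 46721717 in siATF4 cells. The 2 libraries of a group differed by more than the counting noise in all 6 groups. The chi-square between them, per gene with at least 50 reads, was 2.98 in siCtrl DMSO, 3.20 in siATF4 DMSO, 4.34 in siCtrl Srf, 5.77 in siATF4 Srf, 8.30 in siY/T Srf and 20.7 in siY/T DMSO cells. Changes were tested by limma on log2(CPM + 0.5) in 1 fit of all 12 libraries, for the 13515 genes with at least 1 CPM in at least 2 libraries. A gene was called changed at the thresholds of the paper's methods, an unadjusted two-sided P under 0.05 and an absolute log2 fold change of at least 0.58. The paper's text does not name a filter on low values or the strand setting of the counting, so reads of overlapping genes on opposite strands were not known to be separated.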

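The genes targeted by the siRNAs were measured first. *YAP1* (Entrez 10413) lies on chromosome 11 of GRCh37 from 101981178 to 102104155 and encodes YAP. Its level was 278 ± 2.04 CPM (SD, n = 2 libraries) in siCtrl DMSO cells and 52.1 ± 7.83 CPM (SD, n = 2) in siY/T DMSO cells, and 267 ± 11.1 CPM and 47.8 ± 1.2 CPM in the same cells with Sorafenib. The log2 fold change of *YAP1* with siY/T was -2.41 in DMSO (standard error 0.076, adjusted p = 2.52e-10 from limma with Benjamini-Hochberg adjustment) and -2.47 in Sorafenib (adjusted p = 3.35e-10 from the same limma fit). *WWTR1* (Entrez 25937), on chromosome 3 from 149235022 to 149454501, encodes TAZ. It fell from 171 ± 2.36 to 61.0 ± 10.8 CPM with siY/T in DMSO and from 150 ± 5.85 to 51.9 ± 3.65 CPM in Sorafenib, log2 fold changes of -1.50 and -1.52 (standard error 0.089). *ATF4* (Entrez 468), on chromosome 22 from 39915700 to 39918688, fell with siATF4 from 248 ± 0.20 to 98.5 ± 3.13 CPM in DMSO and from 488 ± 5.68 to 87.6 ± 4.25 CPM in Sorafenib. These are log2 fold changes of -1.33 (standard error 0.044, adjusted p = 5.67e-11 from limma with Benjamini-Hochberg adjustment) and -2.47 (adjusted p = 1.35e-12 from limma, adjusted likewise). Both libraries of each targeted group lay below both siCtrl libraries for the targeted genes, and none of the 12 libraries went against its label.

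**Figure D1:**
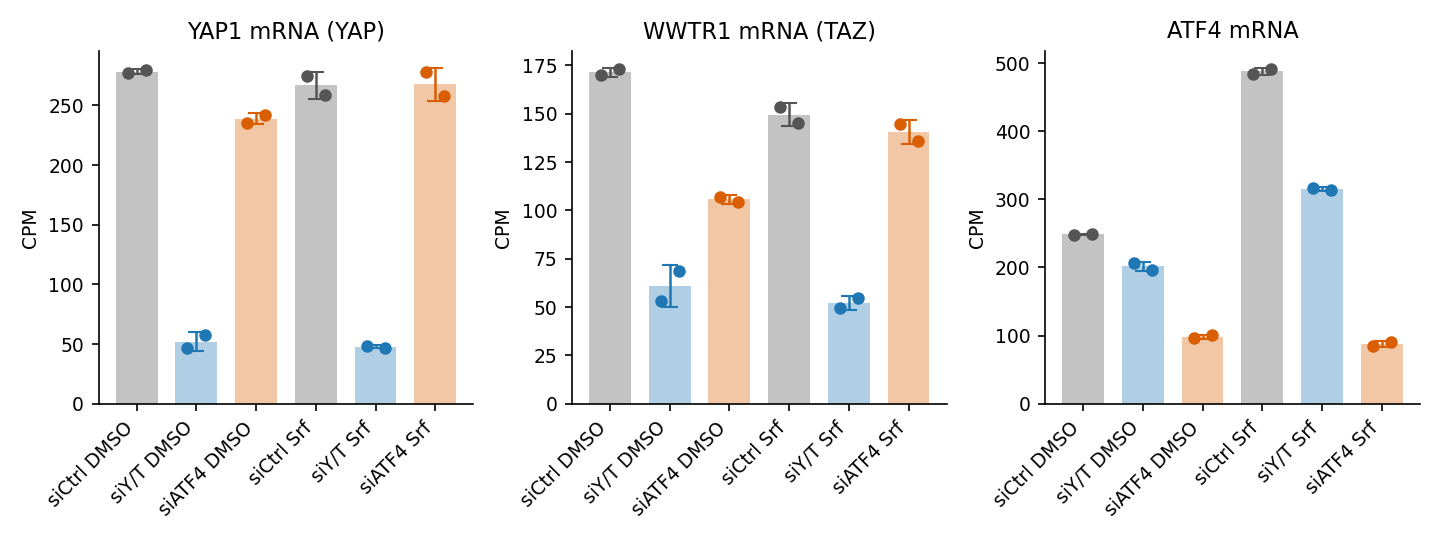
CPM of *YAP1*, *WWTR1* and *ATF4* in the 6 groups of HLE cells, with points for the 2 libraries of each group and bars for their mean with the SD. *YAP1* stood at 278 CPM in siCtrl DMSO and 52.1 CPM in siY/T DMSO cells, and *ATF4* at 488 CPM in siCtrl Srf and 87.6 CPM in siATF4 Srf cells.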

To investigate the molecular mechanisms underlying YAP/TAZ‐driven Sorafenib resistance, we analyzed the global transcriptomic changes upon loss of YAP and TAZ in intrinsically Sorafenib‐resistant HLE cells (IC50 = 3.9 µM; Appendix Fig S1A) by RNA sequencing. This cell line was not highly resistant to Sorafenib, yet expressed substantial levels of YAP and TAZ proteins as compared to Sorafenib‐sensitive cell lines (Appendix Fig S1F) and exhibited a much higher transfection rate as compared to the more resistant SNU cell lines. 

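In DMSO, 488 genes were lowered and 1485 were raised by siY/T, and the same numbers passed when the p-values were adjusted by the Benjamini-Hochberg method. The genes lowered made up 24.7% of the calls, and this share moved with the scaling of the libraries, to 33.5% after edgeR's TMM scaling and 43.0% after quantile normalization. A threshold of an adjusted P under 0.05 and a change of at least 1 moved the number lowered the most, to 110, and quantile normalization raised it to 789. Without replicate 2 of siY/T DMSO it was 696, and without replicate 1 of that group 466. Of the genes with at least 5 CPM on average, the largest falls were those of *IGFBP3*, with a log2 fold change of -3.59 (standard error 0.072, adjusted p = 6.10e-12 from limma with Benjamini-Hochberg adjustment), *CXCL5*, with -2.78, and *TMEM40*, with -2.48. The largest rises were those of *MUC16*, with 3.32 (standard error 0.251), and of *FXYD6-FXYD2* and *FXYD2*, with 3.06 and 3.05. The last pair of genes overlap on chromosome 11, so their separate values are uncertain. Known target genes of YAP/TAZ fell, *CCN2* by 2.04, *CCN1* by 1.92 and *ANKRD1* by 1.86 on the log2 scale. *ANKRD1* was at 0.07 ± 0.04 CPM (SD, n = 2) in siY/T DMSO cells, a few reads per library, so the size of its fall depends on the pseudocount. Both siY/T libraries lay beyond both siCtrl libraries for each of these genes.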

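The members of the pathway sets behind Fig 1E are not listed in the paper's text, so 6 gene lists written from general knowledge were tested with limma's camera test, two-sided, with a preset correlation of 0.01 and Benjamini-Hochberg adjustment over the 30 tests of 5 comparisons. The ferroptosis pathway list had 33 members tested, of which 7 stood in another of the lists as well. Their median log2 fold change with siY/T in DMSO was -0.11 and the mean -0.08 (camera, adjusted p = 0.0712). The list passed the 0.05 threshold when replicate 1 of siY/T DMSO was left out, with a median of -0.07 (camera, adjusted p = 0.0218), and under DESeq2 on the recovered reads, with a median of -0.18 (adjusted p = 0.0367). Of its members, 4 were called lowered and 4 raised, and 25 changed at a p adjusted over the list alone, against 24 with adjustment over all genes tested by limma. The list mixes genes that the paper describes as acting against ferroptosis, such as *SLC7A11*, with others. Among these are *ACSL4* and *TFRC*, which it names where YAP promotes ferroptosis. A median over such members does not tell whether ferroptosis was favoured or opposed. The members with the largest changes were *SLC7A11* and *TFRC*, which fell, and *ACSL5*, *SAT1* and *MAP1LC3A*, which rose. *TFRC*, which encodes the transferrin receptor, fell from 330 ± 8.39 to 156 ± 5.38 CPM (SD, n = 2), a log2 fold change of -1.08 (standard error 0.071). *ACSL5* rose from 6.58 ± 0.08 to 15.4 ± 0.42 CPM, a log2 fold change of 1.16, and *SAT1* and *MAP1LC3A* both rose by 0.71. *GPX4* fell by 0.21 (standard error 0.051, adjusted p = 0.0028 from limma with Benjamini-Hochberg adjustment) and *ACSL4* by 0.26 (standard error 0.096, adjusted p = 0.0307 from limma), both short of the fold change threshold. For *ACSL4*, one siY/T library, with 161 CPM, came close to the siCtrl libraries, with 165 and 172 CPM, and the other had 122 CPM. The lists of YAP/TAZ targets and ATF4 targets fell, with medians of -0.71 over 21 genes (camera, adjusted p = 1.59e-08) and -0.35 over 37 genes (camera, adjusted p = 1.68e-05), and 19 and 33 of their members changed at a p adjusted over the list alone, the same numbers as over all genes. The NRF2 targets list had a median of -0.20 over 20 genes, 6 of them shared with another list (camera, adjusted p = 0.0132), and no longer passed when replicate 2 of siY/T DMSO was left out (adjusted p = 0.0738) or after quantile normalization (adjusted p = 0.0806). Under limma's fry test the calls for the YAP/TAZ, ATF4 and NRF2 lists held and the ferroptosis list again did not pass (fry, adjusted p = 0.1230). With siATF4 in DMSO, the ATF4 targets list had a median of -0.22, with 16 members called lowered and 6 raised. It did not pass camera there (adjusted p = 0.2024) but passed fry (adjusted p = 0.0070). The fall of this list with siY/T in DMSO therefore cannot by itself be read as lower ATF4 activity.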

Interestingly, among the deregulated pathways, the genes involved in the regulation of lipid peroxidation, a hallmark of ferroptosis, were found to be significantly enriched (Fig 1E). Notably, Sorafenib is known to potently promote ferroptosis by blocking SLC7A11‐mediated cellular cystine import (Dixon *et al*, 2014). We thus sought to validate the role of YAP and TAZ in the regulation of Sorafenib‐induced lipid ROS. Indeed, siRNA‐mediated loss of YAP and TAZ in HLE cells resulted in upregulated basal levels of ROS in HLE cells (Fig 1F). Moreover, loss of function of YAP and TAZ resulted in increased lipid peroxidation even in the absence of any treatment (Fig 1G), and even more so under treatment with Sorafenib or H_2_O_2_ (Appendix Fig S1G). Notably, Ferrostatin‐1, a specific inhibitor of ferroptosis (Dixon *et al*, 2012), prevented YAP/TAZ deficiency‐induced lipid peroxidation (Appendix Fig S1G). Consistent with these notions, intracellular GSH levels were decreased upon downregulation of YAP and TAZ (Appendix Fig S1H).

Based on these observations, we hypothesized that YAP and TAZ promoted Sorafenib resistance by detoxifying Sorafenib‐induced ferroptosis. We thus assessed whether Ferrostatin‐1 can prevent the cell death induced by Sorafenib upon loss of YAP and TAZ. Indeed, Ferrostatin‐1 fully restored the viability of YAP/TAZ‐deficient cells in the presence of Sorafenib, as determined by colony formation assay (Fig 1H). We further asked whether YAP/TAZ were able to antagonize ferroptosis in a general manner, not only in Sorafenib‐induced ferroptosis. To this end, we treated HLE cells with Erastin, a well‐known inducer of ferroptosis (Dixon *et al*, 2012) and observed that Erastin induced ferroptosis in shLuc‐transfected cells, which was further enhanced upon shRNA‐mediated ablation of YAP and TAZ. In both conditions, cell death could be blocked by treatment with Ferrostatin‐1, indicating that cell death was due to ferroptosis (Appendix Fig S1I). To further elaborate on the role of YAP and TAZ in supporting cell viability upon Sorafenib treatment of Sorafenib‐resistant HCC cells, we further employed the Promega Celltiter Glo^TM^ assay which confirmed the conclusion that YAP/TAZ promotes Sorafenib resistance via blocking ferroptosis in YAP/TAZ^high^ cells (Appendix Fig S1J and K).

Treatment of Huh7 parental, IR, and CR cells with other inducers of ferroptosis, including Erastin, RSL3, FIN58, and FINO2 all resulted into reduced cell viability of Sorafenib‐sensitive Huh7‐parental cells as compared to the Sorafenib‐resistant Huh7‐IR and Huh7‐CR cells (Appendix Fig S2A), further indicating that Sorafenib‐resistant cells are also more resistant to ferroptosis induction.

To further demonstrate the specificity of a role of YAP/TAZ in ferroptotic cell death, yet to exclude apoptosis or necroptosis, we treated siCtrl and siYAP/TAZ‐transfected HLE cells with Sorafenib and with the ferroptosis inhibitor Ferrostatin‐1, with the pan‐caspase inhibitor Z‐VAD‐FMK to repress apoptosis or with the RIPK3 inhibitor GSK‐872 to suppress necroptosis. Interestingly, only Ferrostatin‐1 rescued cell viability, thus confirming a specific role of YAP/TAZ in regulating Sorafenib‐induced ferroptosis (Appendix Fig S2B).

In contrast, cell death induced by acute Sorafenib treatment of Sorafenib‐sensitive (parental) Huh7 and Hep3B cells could not be reversed by treatment with Ferrostatin‐1 (Appendix Fig S3A and B). Given that YAP/TAZ expression was significantly lower in Sorafenib‐sensitive Huh7 and Hep3B cells as compared to their resistant counterparts (Fig 1C), we also assessed whether the forced expression of YAP/TAZ could overcome cell death induced by Sorafenib treatment of Sorafenib‐sensitive cells. Indeed, the forced expression of a constitutively active version of YAP (YAP‐5SA) prevented Sorafenib‐induced cell death (Appendix Fig S3C and D) and increased GSH levels (Appendix Fig S3E). This increased resistance to Sorafenib observed in YAP‐5SA‐expressing Huh7 and Hep3B cells as compared to empty vector control‐transfected cells was maintained in the presence of Erastin, although the overall levels of cell viability were dramatically reduced by Erastin (Appendix Fig S3F). These results are consistent with a previous report by our laboratory demonstrating that the acute treatment of Sorafenib‐sensitive HCC cells with Sorafenib induces autophagy and apoptosis which is prevented by YAP/TAZ activities (Tang *et al*, 2019). Yet, these results also indicates that YAP/TAZ not only counteract ferroptosis but also apoptosis in the context of Sorafenib treatment.

Altogether, the results demonstrate that YAP and TAZ act as general inhibitors of ferroptosis and apoptosis, thereby promoting Sorafenib resistance.

### YAP/TAZ transcriptionally upregulate SLC7A11

To further investigate how the transcription factors YAP/TAZ restrict ferroptosis, we set out to identify their transcriptional target genes in the context of Sorafenib resistance of HCC cells. To this end, we overlaid the list of genes downregulated in their expression in YAP/TAZ‐depleted HLE cells and the list of genes upregulated in Sorafenib‐resistant cells, which led to the identification of 56 genes (Dataset [Link], [Link]). 

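The list of 550 genes raised in Sorafenib-resistant cells is the paper's own (Dataset EV4), and 473 of them were among the 13515 genes tested in HLE cells. Of the genes lowered by siY/T in DMSO, 44 were in that list, against 17.1 expected if the lists were independent (odds ratio 2.91, 95% interval 2.05 to 4.04, one-sided Fisher's exact test, p = 7.90e-09). Of the genes raised by siY/T, 59 were in it, against 52.0 expected (odds ratio 1.16, 95% interval 0.86 to 1.54, one-sided Fisher's exact test, p = 0.1640). The background was the genes tested in HLE cells, since the genes tested in the resistant cells are not in the deposited table. All 44 stood among the 56 genes of the paper's own overlap list, of which 54 were tested here. A threshold of an adjusted P under 0.05 and a change of at least 1 moved the number the most, to 15, and with each library left out in turn it stayed between 41 and 48. Of the 44 genes, 5 were members of the ATF4 targets list and 1 of the YAP/TAZ targets list. The largest falls among the 44 were those of *HBEGF*, with a log2 fold change of -1.80, *ASNS*, with -1.53, *WWTR1*, itself a target of the siRNAs, *SLC7A11*, and *NTN4*, with -1.30. *HBEGF* was at 9.85 ± 0.26 CPM (SD, n = 2) in siCtrl and 2.52 ± 0.73 CPM in siY/T cells, *ASNS* at 94.4 ± 7.37 and 32.5 ± 5.45 CPM, and *NTN4* at 248 ± 2.82 and 101 ± 11.0 CPM.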

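*SLC7A11* (Entrez 23657) lies on chromosome 4 of GRCh37 from 139085251 to 139163503 on the minus strand. Its level was 23.2 ± 2.15 CPM (SD, n = 2 libraries) in siCtrl DMSO cells and 7.91 ± 0.35 CPM (SD, n = 2) in siY/T DMSO cells, with both siY/T libraries below both siCtrl libraries. The log2 fold change was -1.49 (standard error 0.143, adjusted p = 1.63e-06 from limma with Benjamini-Hochberg adjustment). With each library left out in turn it stayed between -1.59 and -1.40, and under the other settings tried it lay between -1.65 and -1.44, past the threshold in each. The antisense gene *SLC7A11-AS1*, whose reads the counting was not stated to separate by strand, had 6.38 and 5.55 CPM in siCtrl DMSO and 5.01 and 5.19 CPM in siY/T DMSO cells.

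**Figure D2:**
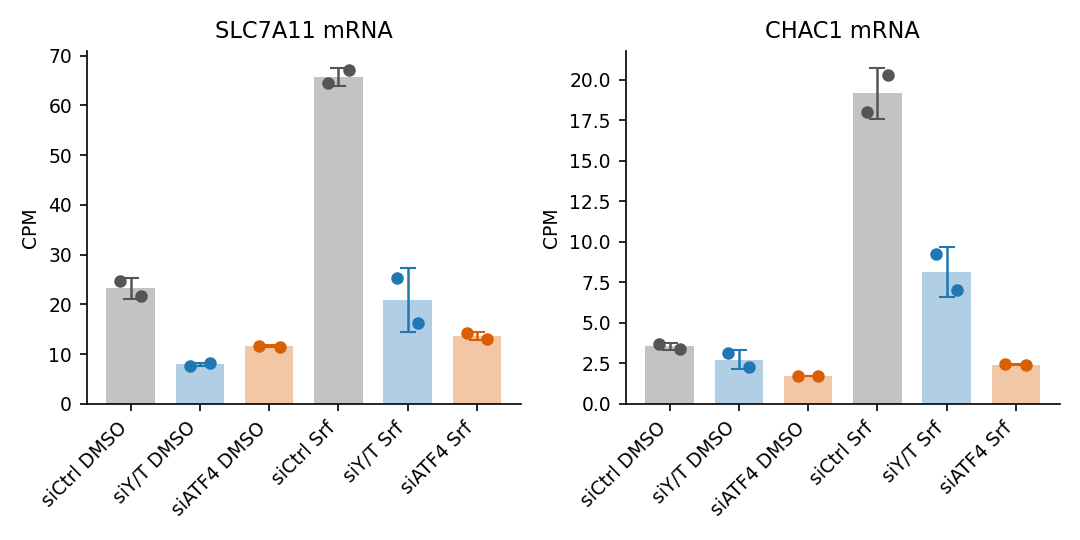
CPM of *SLC7A11* and *CHAC1* in the 6 groups of HLE cells, with points for the 2 libraries of each group and bars for their mean with the SD. *SLC7A11* stood at 23.2 CPM in siCtrl DMSO cells and 7.91 CPM in siY/T DMSO cells.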

Of note, *SLC7A11*, coding for the cystine‐glutamate antiporter known to regulate ferroptosis, was among these genes (Fig 2A).

**Figure 2:**
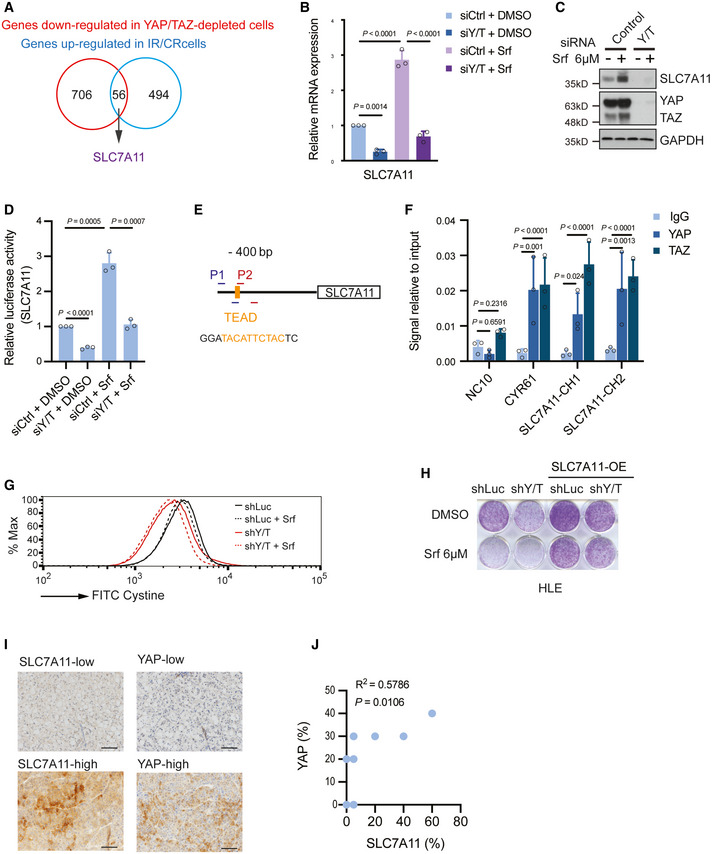
YAP/TAZ transcriptionally upregulate *SLC7A11* expression Combinatorial analysis of the genes upregulated in Sorafenib‐resistant cells and the genes downregulated upon YAP/TAZ depletion uncovered 56 common genes, among which was *SLC7A11*.Quantitative RT‐PCR analysis confirmed the dependency of *SLC7A11* gene expression on YAP/TAZ. HLE cells were transfected with control siRNA (siCtrl) or siRNA against YAP/TAZ (siY/T) and cultured with DMSO or 6 μM Sorafenib for 18 h. RNA was extracted and analyzed by quantitative RT‐PCR. Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using one‐way ANOVA. Results represent three independent experiments.SLC7A11 protein levels were upregulated by the exposure to Sorafenib, yet downregulated by siRNA‐mediated depletion of YAP/TAZ. HLE cells were transfected with siCtrl or siY/T and cultured with DMSO or 6 μM Sorafenib for 18 h before harvest, followed by immunoblotting for YAP/TAZ and SLC7A1. GAPDH served as loading control. Results represent three independent experiments.siRNA‐mediated ablation of YAP/TAZ significantly reduced SLC7A11 promoter activity, as determined by SLC7A11‐promoter‐luciferase reporter assay. HLE cells were transfected with *SLC7A11*‐promoter *firefly* luciferase reporter construct and a constitutive‐active *Renilla* luciferase reporter construct (pRL‐CMV) and with siCtrl or siY/T. Relative luciferase activity was measured using the Dual‐Luciferase Reporter Assay Kit (Promega E1980). Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using one‐way ANOVA. Results represent three independent experiments.A potential TEAD binding motif was predicted at – 400 bp within the promoter region of *SLC7A11*. PCR primers SLC7A11‐CH1 (P1) and SLC7A11‐CH2 (P2) were designed to examine the potential binding of transcription factors to the TEAD binding motif by chromatin immunoprecipitation (ChIP).Binding of YAP and TAZ to a DNA fragment containing the TEAD binding motif in the *SLC7A11* promoter. ChIP was performed on HLE cell lysate with antibodies against YAP and TAZ and rabbit IgG as control. DNA fragments were amplified using the primers specific for TEAD binding motif in the *SLC7A11* promoter region shown in (E). The non‐coding region NC10 served as negative control, and the bona fide TEAD target gene *CYR61* served as positive control. Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using one‐way ANOVA. Results represent three independent experiments.Knockdown of YAP/TAZ impairs cystine uptake either with or without Sorafenib treatment, and cystine uptake decreased with the exposure to Sorafenib. HLE‐shLuc and HLE‐shY/T cells were cultured with DMSO or 6 μM Sorafenib for 18 h, cystine‐FITC was added to cells, and after incubation at 37°C for 30 min, intracellular Cystine‐FITC levels were measured by flow cytometry using a 488 nm laser. Results represent three independent experiments.Colony formation assay showing that stable overexpression of SLC7A11 reversed Sorafenib‐induced cell death in YAP/TAZ‐deficient HCC cells. HLE‐shLuc and HLE‐shY/T were or were not transfected to overexpress SLC7A11 (SLC7A11 OE) and treated with DMSO or 6 μM Sorafenib for 2 weeks as indicated. Results represent three independent experiments.Representative images of immunohistochemical staining of SLC7A11 and YAP proteins in HCC samples from patients. Scale bars, 50 μm.Quantification of the immunohistochemical stainings shown in (I) revealed a positive correlation of YAP and SLC7A11 expression (*N* = 10). Statistical significance was calculated using Pearson correlation analysis. Source data are available online for this figure.

As a key regulator of lipid peroxidation and ferroptosis, we confirmed the functional importance of SLC7A11 for Sorafenib resistance in HCC cells. Loss of SLC7A11 resulted in an increase of intracellular ROS levels (Appendix Fig S4A) as well as of lipid peroxidation (Appendix Fig S4B). Moreover, cystine uptake was reduced by siRNA‐mediated depletion of SLC7A11 (Appendix Fig S4C) and, as a consequence, the levels of intracellular GSH were diminished (Appendix Fig S4D). Finally, the depletion of SLC7A11 resulted in increased cell death in a colony formation assay which was fully rescued by Ferrostatin‐1 (Appendix Fig S4E and F). These results confirm SLC7A11 as a key regulator of ferroptosis in response to Sorafenib.

We next explored the expression of SLC7A11 in HCC of patients. Of note, SLC7A11 mRNA was highly upregulated in primary HCC tumors. Further, immunohistochemical analysis of HCC tumor sections revealed that SLC7A11 was upregulated in HCC of patients as compared with adjacent liver parenchyma (Appendix Fig S4G). Statistical analysis using multi‐tissue arrays with non‐tumor and tumor tissues confirmed its high expression in HCC (Appendix Fig S4H). Interestingly, SLC7A11 protein significantly correlated with reduced cell differentiation of HCC samples, as classified by Edmondson grades III and IV (Appendix Fig S4I). Even more important, using the expression data retrieved from the TCGA liver dataset (Cancer Genome Atlas Research Network. Electronic address & Cancer Genome Atlas Research, 2017), we observed that *SLC7A11* expression predicted patient survival, with high expression of *SLC7A11* significantly correlating with poor clinical outcome (Appendix Fig S4J).

We next sought to validate whether YAP/TAZ directly affected *SLC7A11* gene expression. Indeed, knockdown of YAP and TAZ together resulted in a significant downregulation of SLC7A11 at both mRNA level and protein level (Appendix Fig S5A; Fig 2B and C). Moreover, overexpression of a constitutive‐active form of YAP induced an upregulation of *SLC7A11* (Appendix Fig S5B). The transcriptional activity of YAP/TAZ was best known to be regulated by cell–cell contact, and we thus further explored whether *SLC7A11* gene expression was also sensitive to changes in cell density. Indeed, the expression of *SLC7A11* was significantly downregulated with increasing cell density (Appendix Fig S5C).

To determine whether YAP/TAZ directly regulated *SLC7A11* gene expression, we first analyzed the transcriptional activity of a *SLC7A11*‐promoter‐luciferase reporter construct in dependence on YAP/TAZ activities. Indeed, we observed that the *SLC7A11* promoter was fully responsive to the absence or presence of YAP/TAZ (Fig 2D). Moreover, analysis of the *SLC7A11* promoter sequence identified a potential TEAD binding motif approximately 400 bps upstream of the transcriptional start site (Fig 2E). Chromatin immunoprecipitation with specific antibodies to YAP or TAZ followed by quantitative PCR (ChIP‐qPCR) demonstrated that YAP or TAZ bound to the DNA fragment containing the TEAD motif in the promoter of the *SLC7A11* gene (Fig 2F).

To functionally validate the critical role of YAP/TAZ‐mediated *SLC7A11* expression in Sorafenib resistance, we asked whether the cystine‐glutamate antiporter SLC7A11 acted downstream of YAP/TAZ in overcoming Sorafenib‐induced ferroptosis and whether it could replace YAP/TAZ activities. Interestingly, knockdown of YAP/TAZ resulted in impaired cystine uptake (Fig 2G). Moreover, the forced expression of SLC7A11 was able to prevent Sorafenib‐induced death in YAP/TAZ‐deficient HLE cells (Fig 2H; Appendix Fig S5D).

To assess the functional connection of YAP/TAZ and SLC7A11 expression in patients, we explored the correlation of YAP and SLC7A11 expression in HCC samples from patients. In fact, a significant positive correlation was observed between YAP and SLC7A11 protein levels in HCC patient samples (Fig 2I and J), suggesting YAP as one of the key regulators of *SLC7A11* gene expression during HCC development.

Together, the results show that *SLC7A11*, as a direct transcriptional target of YAP/TAZ, is upregulated in HCC and, as mRNA or protein, is a prognostic factor of HCC aggressiveness and of clinical outcome. Importantly, SLC7A11 acts epistatically downstream of YAP and TAZ to drive Sorafenib resistance in HCC.

### ATF4 regulates SLC7A11 in response to Sorafenib treatment

Our study revealed YAP/TAZ as novel regulators of *SLC7A11* gene expression. Interestingly, Sorafenib can potently induce *SLC7A11* expression, while it does not boost YAP/TAZ activity (Tang *et al*, 2019). This prompted us to investigate alternative key factors driving *SLC7A11* expression in response to Sorafenib treatment. It is well known that stress‐induced *SLC7A11* expression can be controlled by the ROS sensor NRF2 (Sun *et al*, 2016) and the stress regulator ATF4 (Chen *et al*, 2017). Therefore, we tested the contribution of these two transcription factors by siRNA‐mediated loss‐of‐function studies. Surprisingly, we observed that ATF4, rather than NRF2, was a predominant driver of SLC7A11 expression in Sorafenib‐resistant cell lines HLE cells (Fig 3A and B) and Huh7‐IR and Huh7‐CR cells (Appendix Fig S6A and B). Interestingly, ATF4 itself was upregulated in response to Sorafenib (Fig 3A) and highly expressed in Sorafenib Huh7‐IR and Huh7‐CR cells as compared to their parental Sorafenib‐sensitive cells (Appendix Fig S6C). This upregulated expression of ATF4 is likely due to Sorafenib‐induced ER stress (Kim *et al*, 2011; Dixon *et al*, 2014). Sorafenib‐induced ATF4 activity in return increased *SLC7A11* promoter activity in a luciferase reporter assay, suggesting that ATF4 directly regulated *SLC7A11* gene expression in response to Sorafenib (Fig 3C).

**Figure 3:**
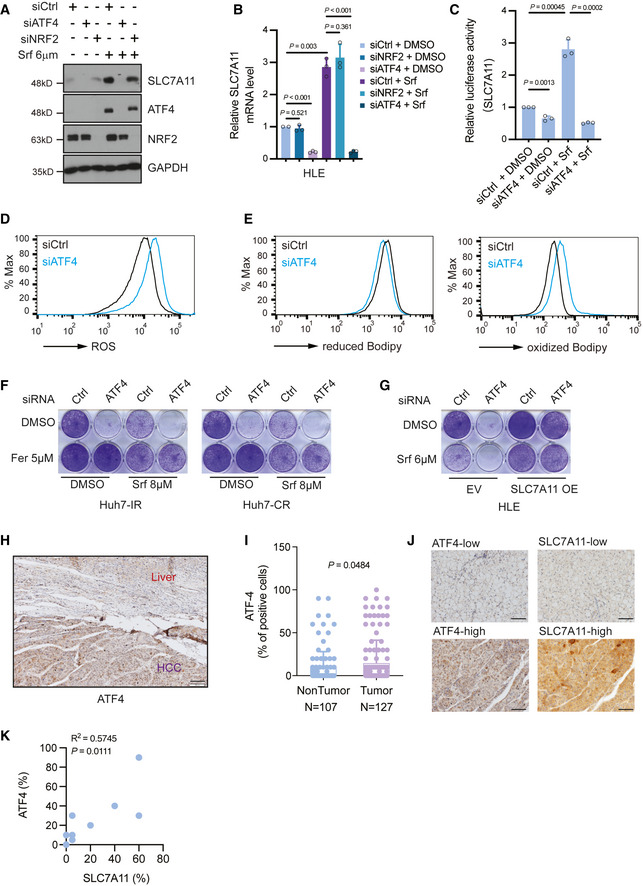
ATF4 regulates SLC7A11 in response to Sorafenib treatment SLC7A11 protein levels decreased upon siRNA‐mediated depletion of ATF4 but not of NRF2 either with or without Sorafenib treatment, and Sorafenib promoted the expression of ATF4. HLE cells were transfected with siCtrl, siATF4 or siNRF2 and treated with or without 6 μM Sorafenib for 18 h. The expression of SLC7A11, ATF4, and NRF2 was determined by immunoblotting. GAPDH served as loading control. Results represent three independent experiments.
*SLC7A11* mRNA levels were decreased upon ATF4 depletion but not NRF2 depletion. HLE cells were transfected with siCtrl, siATF4, or siNRF2 and cultured with DMSO or 6 μM Sorafenib for 18 h. Quantitative RT‐PCR was used to determine *SLC7A11* mRNA levels. Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using one‐way ANOVA. Results represent three independent experiments.siRNA‐mediated ablation of ATF4 significantly reduced *SLC7A11* promoter activity, as determined by *SLC7A11*‐promoter‐luciferase reporter assay. HLE cells were transfected with *SLC7A11*‐promoter *firefly* luciferase reporter construct and a constitutive‐active *Renilla* luciferase reporter construct (pRL‐CMV) and with siCtrl or siATF4 and treated or not with 6 µM Sorafenib. Relative luciferase activity was measured using the Dual‐Luciferase Reporter Assay Kit (Promega E1980). Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using one‐way ANOVA. Results represent three independent experiments.Basal reactive oxygen (ROS) levels increased upon loss of ATF4. HLE cells were transfected with siCtrl or siATF4 and cultured for 36 h were stained with CellROX™ Green Flow Cytometry Assay Kit, ROS levels were measured by flow cytometry using a 488 nm laser. Results represent three independent experiments.Basal lipid peroxidation levels increased with the loss of ATF4. HLE cells were transfected with siCtrl or siATF4 and cultured for 36 h were stained with C11‐BODIPY 581/591. Reduced‐Bodipy was measured by flow cytometry using a 488 nm laser, and oxidized‐Bodipy was measured with a 561 nm laser. A significant shift of oxidized‐Bodipy occurred upon depletion of ATF4. Results represent three independent experiments.Colony formation assay demonstrating that the ferroptosis inhibitor Ferrostatin‐1 (Fer) reversed Sorafenib‐induced cell death in ATF4‐deficient HCC cells. HLE cells transfected with siCtrl or siATF4 were treated with Sorafenib (8 μM) or DMSO plus either DMSO or Ferrostatin‐1 (Fer; 5 μM) for 2 weeks. Results represent three independent experiments.The forced expression of SLC7A11 rescued from cell death induced by ATF4 ablation. HLE cells were transfected with a construct coding for SLC7A11 (SLC7A11 OE) or empty vector (EV) and with siCtrl or siATF4 every other day. Cells were then treated with either DMSO or 6 μM Sorafenib for 2 weeks. Colony formation was visualized by crystal violet staining. Results represent three independent experiments.Immunohistochemical staining of ATF4 in HCC and adjacent non‐neoplastic areas from patients. Tumor tissues showed a higher expression of ATF4. Scale bar, 100 μm.Quantification of ATF4‐positive cells in tumor and non‐tumor samples showed that HCC tumors present higher ATF4 levels. Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using unpaired *t*‐test.Representative images of immunohistochemical staining of ATF4 and SLC7A11 proteins in HCC samples from patients. Scale bars, 50 μm.Quantification of the immunohistochemical stainings in (J) showed a positive correlation of ATF4 and SLC7A11 expression (*N* = 10). Statistical significance was calculated using Pearson correlation analysis. Source data are available online for this figure.

We next investigated the functional consequences of increased ATF4 activity on HCC cell survival and found that loss of ATF4 resulted in increased ROS levels as well as lipid peroxidation (Fig 3D and E). Moreover, cystine uptake and intracellular GSH level were downregulated upon ATF4 depletion (Appendix Fig S6D and E). Consequently, loss of ATF4 by two different siRNA sequences resulted in decreased cell viability in a colony formation assay and in cell viability assays, which was fully blocked by the ferroptosis inhibitor Ferrostatin‐1 (Fig 3F; Appendix Fig S6F–H). In addition, the forced expression of SLC7A11 in ATF4‐deficient cells also restored cell viability (Fig 3G), suggesting that ATF4 was a key transcriptional factor for the repression of ferroptosis by inducing *SLC7A11* gene expression.

We further explored the expression of ATF4 in HCC patient samples and found that ATF4 was upregulated in tumor tissues in comparison to adjacent liver parenchyma (Fig 3H). Quantification of ATF4 levels in a multi‐tissue arrays of patient samples further revealed that ATF4 was highly expressed in HCC tumors as compared to non‐tumor parenchyma (Fig 3I). Finally, the significant correlation of ATF4 and SLC7A11 protein levels suggested that these two proteins were co‐expressed in HCC of patients (Fig 3J and K).

Together, our study reveals that ATF4 is a key regulator of SLC7A11 expression and, thus, prevents Sorafenib‐induced ferroptosis in HCC.

### YAP/TAZ stabilize and direct ATF4 into the nucleus

Our study thus far identified YAP/TAZ and ATF4 as joint regulators of *SLC7A11* gene expression. The fact that ATF4 was upregulated by Sorafenib and simultaneously regulated *SCL7A11* expression motivated us to investigate a potential crosstalk of YAP/TAZ with ATF4 in the regulation of *SLC7A11* expression.

We first assessed whether YAP/TAZ and ATF4 affected each other’s expression levels in response to Sorafenib. Indeed, YAP/TAZ deficiency resulted in a marked downregulation of Sorafenib‐induced ATF4 expression at the protein level (Fig 4A). Subcellular localization by immunofluorescence microscopy analysis as well as cellular fractionation and immunoblotting revealed that loss of YAP/TAZ resulted into a reduction of nuclear ATF4 in HCC cells (Fig 4B–D). Moreover, high cell density culture resulted in the expected deactivation of YAP/TAZ, but also in decreased ATF4 expression in HCC cells (Fig 4E).

**Figure 4:**
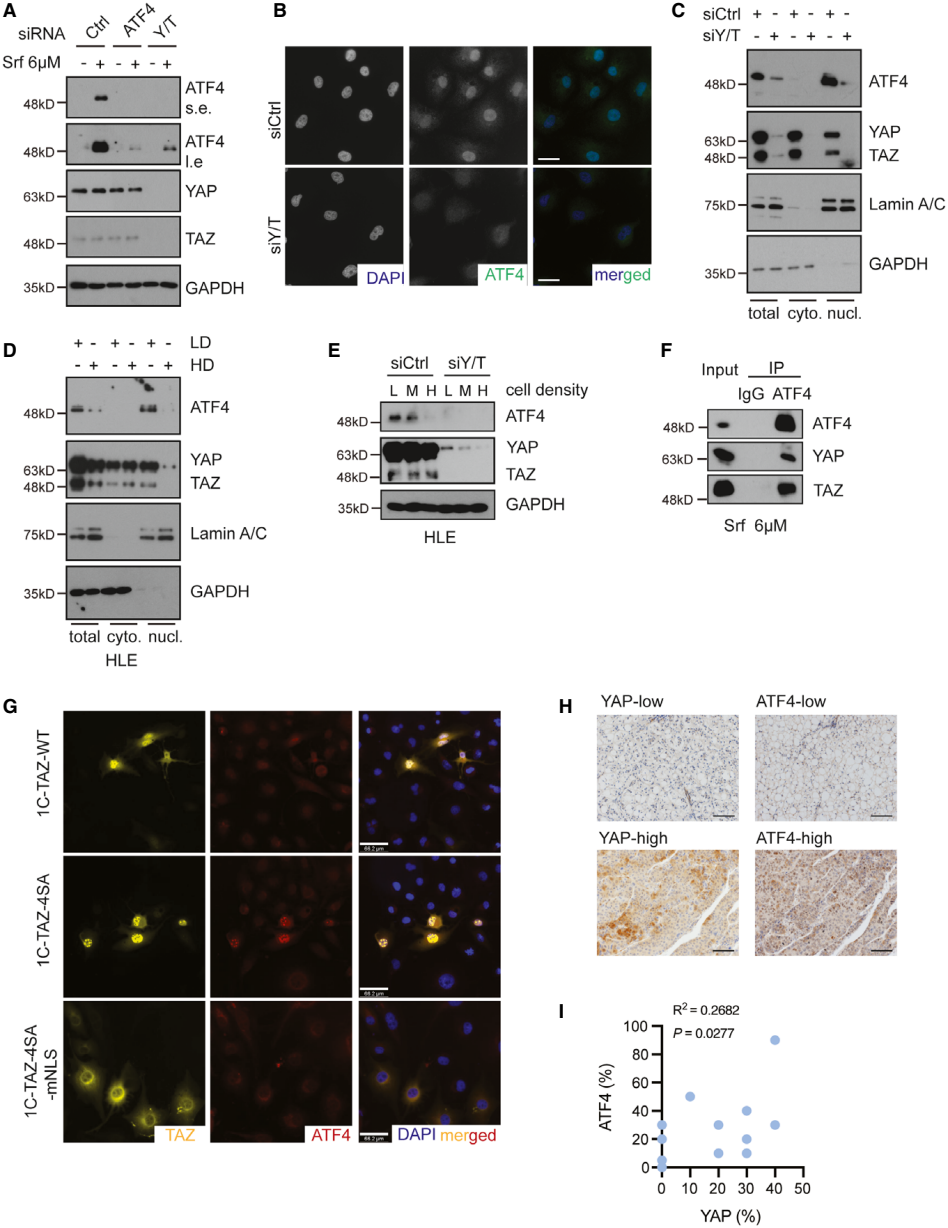
YAP/TAZ stabilize ATF4 protein and direct it into the nucleus YAP/TAZ deficiency repressed Sorafenib‐induced expression of ATF4, whereas ATF4 depletion had no effect on YAP/TAZ protein levels. HLE cells were transfected with siCtrl or siATF4 or siY/T and treated with 6 μM Sorafenib or not for 18 h. ATF4 and YAP/TAZ protein levels were analyzed by immunoblotting. GAPDH served as loading control. Results represent three independent experiments.YAP/TAZ deficiency induced a reduction of ATF4 protein level and nuclear localization. HLE cells were transfected with siCtrl or siY/T, and ATF4 and YAP/TAZ were visualized by immunofluorescence microscopy. DAPI visualized nuclei. Scale bars, 50 μm. Results represent three independent experiments.Cellular fractionation revealed that YAP/TAZ deficiency reduced ATF4 nuclear localization. HLE cells were transfected with siCtrl or siY/T, and cell lysates were separated into cytoplasmic and nuclear fractions and analyzed by immunoblotting for ATF4 and YAP/TAZ. GAPDH served as loading control of total lysate and cytoplasmic fractions, Lamin A/C served as loading control for nuclear proteins. Results represent three independent experiments.Cellular fractionation revealed that high cell density and, with it, lower YAP/TAZ activity reduced the levels of nuclear ATF4. HLE cells were seeded at different cell numbers, and cell lysates of high cell density cells (HD) and low cell density (LD) were fractionated into cytoplasmic and nuclear fractions and analyzed for ATF4 and YAP/TAZ by immunoblotting. GAPDH served as loading control for total lysate and cytoplasmic proteins, Lamin A/C served as loading control for nuclear proteins. Results represent three independent experiments.Increasing cell density declined YAP/TAZ stability and led to a reduction of ATF4. HLE cells were seeded to reach low (L), medium (M), and high (H) cell densities and transfected with siCtrl or siY/T. Protein levels of ATF4 and YAP/TAZ were determined by immunoblotting blotting. GAPDH served as loading control. Results represent three independent experiments.YAP/TAZ physically interacted with ATF4. HLE cells were cultured with 6 μM Sorafenib for 18 h and ATF4 was immunoprecipitated and precipitated YAP, TAZ, and ATF4 were visualized by immunoblotting. Unrelated IgG was used as control for immunoprecipitation. Input represents cell lysates directly analyzed by immunoblotting. Results represent three independent experiments.YAP/TAZ directed the nuclear localization of ATF4. HLE cells were transfected with plasmid constructs coding for wild‐type TAZ (1C‐TAZ‐WT), constitutive‐active TAZ (1C‐TAZ‐ 4SA), or constitutive‐active TAZ lacking a nuclear localization signal (NLS) (1C‐TAZ‐mNLS) and analyzed for TAZ and ATF4 expression and localization by immunofluorescence microscopy. DAPI visualized nuclei. Scale bars, 66.2 μm. Results represent three independent experiments.Representative images of immunohistochemical staining of ATF4 and YAP proteins in HCC samples from patients. Scale bars, 50 μm.Quantification of the immunohistochemical staining in (J) showed a positive correlation of ATF4 and YAP expression (*N* = 18). Statistical significance was calculated using Pearson correlation analysis. Source data are available online for this figure.

To further explore how YAP/TAZ regulates ATF4 protein levels, we next asked whether YAP/TAZ affected ATF4 protein stability and/or whether YAP/TAZ directly induced ATF4 transcriptional activation. Protein levels can be regulated by proteasome‐mediated degradation or auto‐lysosomal‐driven turnover. Thus, we treated HCC cells with the proteasome inhibitor MG132 and we found that it efficiently blocked the downregulation of ATF4 induced by the siRNA‐mediated depletion of YAP/TAZ (Appendix Fig S7A). In contrast, treatment with chloroquine (CQ) as an inhibitor of lysosomal degradation had no effect on ATF4 protein levels. Proteasomal degradation is generally preceded by protein ubiquitination. We thus analyzed the influence of YAP/TAZ expression on the ubiquitination of ATF4. Indeed, the loss of YAP/TAZ resulted in increased ubiquitination of ATF4 (Appendix Fig S7B). These results suggested that YAP/TAZ promoted ATF4 function by restricting ATF4 poly‐ubiquitination and thus stabilizing ATF4.

It is well known that the shuttling of YAP/TAZ between cytoplasm and nucleus enables them to act as core chaperones and to facilitate the subcellular translocation of specific factors, such as β‐catenin (Heallen *et al*, 2011). Therefore, we asked whether YAP/TAZ directed ATF4 to the nucleus. Analysis of a direct protein–protein interaction by co‐immunoprecipitation revealed that ATF4 indeed physically bound to YAP and TAZ (Fig 4F). To study the active role of YAP/TAZ in translocating ATF4 to the nucleus, we transfected HLE HCC cells with plasmid constructs coding for wild‐type TAZ, constitute‐active TAZ, or constitutive‐active TAZ lacking the nuclear localization signal (NLS), and analyzed ATF4 subcellular localization by immunofluorescence microscopy. Notably, wild‐type TAZ and in particular constitutive‐active TAZ increased nuclear ATF4, while constitutive‐active TAZ lacking a NLS failed to translocate ATF4 into the nucleus (Fig 4G). Since TEADs have been shown to promote the nuclear import of YAP/TAZ (Diepenbruck *et al*, 2014), we also assessed whether TEADs indirectly affected ATF4 nuclear localization. Indeed, siRNA‐mediated ablation of all TEADs resulted in a loss of nuclear ATF4 and also in a substantial reduction of ATF4 protein levels (Appendix Fig S7C–E).

We further explored the correlation of YAP and ATF4 expression in HCC of patients. Intriguingly, a significant positive correlation was observed in HCC patient samples, suggesting YAP as a key regulator of ATF4 protein levels in HCC (Fig 4H and I).

Together, the data indicate that YAP/TAZ interact with ATF4 and together with TEADs promote its nuclear import to prevent its ubiquitylation and proteasomal degradation in the cytoplasm.

### YAP/TAZ and ATF4 collaboratively regulate SLC7A11 expression

Since YAP/TAZ appeared to regulate ATF4 nuclear activity and together they induced *SLC7A11* expression, we next asked whether and how YAP/TAZ and ATF4 act globally in response to Sorafenib. We employed RNA sequencing to compare the expression of genes affected by siRNA‐mediated ablation of either YAP/TAZ or ATF4 in the presence of Sorafenib. 

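In the presence of Sorafenib, siY/T lowered 519 genes and raised 826, and siATF4 lowered 2525 and raised 1386, each against the same pair of siCtrl Srf libraries. The share of lowered genes among the calls was 38.6% with siY/T and 64.6% with siATF4. After quantile normalization it was 46.6% and 51.5%, and after TMM scaling 46.8% and 63.5%. The number lowered by siY/T moved the most under the stricter threshold of a change of at least 1, to 150, and was 774 by edgeR on the recovered reads. With siY/T, the largest falls were those of *IGFBP3*, with a log2 fold change of -3.09, *FGF1*, with -2.66, and *TMEM40*, with -2.54, and the largest rises those of *MAB21L2*, with 2.55, *SLIT2*, with 2.54, and *FXYD2*, with 2.44. With siATF4, *MUC16* fell by 4.28 (standard error 0.251, adjusted p = 6.10e-09 from limma with Benjamini-Hochberg adjustment), and the log2 fold changes of *NUPR1* and *BMF* were -3.87 and -3.62. *NUPR1* was at 0.21 ± 0.02 CPM (SD, n = 2) in siATF4 Srf cells, so the size of its fall depends on the pseudocount. *ANKRD1* rose by 3.58, *DUSP5* by 3.07 and *MMP1* by 2.98 with siATF4. Both libraries of each depleted group lay beyond both siCtrl Srf libraries for each of these genes. The ATF4 targets list fell with siY/T, with a median log2 fold change of -0.56 (camera, adjusted p = 1.98e-11, 34 of 37 members changed at a p adjusted over the list alone and 30 over all genes), and with siATF4, with a median of -0.77 (camera, adjusted p = 1.68e-05, 30 members by either adjustment), and both calls held under fry. *ATF4* mRNA itself was 488 ± 5.68 CPM (SD, n = 2) in siCtrl Srf and 315 ± 2.33 CPM in siY/T Srf cells, a log2 fold change of -0.63 (standard error 0.044, adjusted p = 1.84e-07 from limma with Benjamini-Hochberg adjustment). With siATF4, *YAP1* changed by 0.005 (standard error 0.076, adjusted p = 0.9579 from limma with Benjamini-Hochberg adjustment), with libraries that overlapped, and *WWTR1* by -0.09 (adjusted p = 0.3688 from limma), with both libraries below those of siCtrl.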

A total of 262 genes were found co‐regulated by YAP/TAZ and ATF4, among which were well‐known ATF4 targets, such as *CHAC1* and *SLC7A11* (Fig 5A; Dataset [Link], [Link]). 

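Of the 13515 genes tested, 161 were lowered both by siY/T and by siATF4 in the presence of Sorafenib, against 97.0 expected if the lists of 519 and 2525 genes were independent (odds ratio 2.02, 95% interval 1.66 to 2.46, one-sided Fisher's exact test, p = 3.61e-12, and 5.78e-12 after Benjamini-Hochberg adjustment over the 16 overlaps computed). Both lists were made against the same siCtrl Srf libraries, so their chance values were shared. In 100 simulated draws with no effect of either siRNA, the overlap was 0.1 genes on average and at most 1. In 100 draws with effects of the observed sizes assigned to genes independently within 10 classes of expression, it was 139 on average, between 115 and 162. The observed 161 lay inside that range. The simulated siY/T lists were longer, 563 genes on average, and as a share of the genes lowered by siY/T the observed overlap was 31.0%, against 24.7% on average and between 20.2% and 29.2% in the draws. With separate controls, siY/T compared with one siCtrl Srf library and siATF4 with the other, the genes lowered by both siY/T and siATF4 in Srf numbered 157 or 163. The stricter threshold of a change of at least 1 moved the number the most, to 26, and edgeR on the recovered reads gave 229. All but 1 of the 161 genes stood in the list of 264 genes in Dataset EV5, of which 207 were tested here. Of the 37 ATF4 targets tested, 14 were among the 161 genes, and of the 21 YAP/TAZ targets 1.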

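*CHAC1* (Entrez 79094), on chromosome 15 of GRCh37 from 41245160 to 41248710, encodes an enzyme that breaks down glutathione. It was at 19.1 ± 1.60 CPM (SD, n = 2) in siCtrl Srf, 8.12 ± 1.56 CPM in siY/T Srf and 2.40 ± 0.04 CPM in siATF4 Srf cells. Its log2 fold change was -1.20 with siY/T (standard error 0.137, adjusted p = 1.25e-05 from limma with Benjamini-Hochberg adjustment) and -2.76 with siATF4 (adjusted p = 1.26e-09 from limma, adjusted likewise). *SLC7A11* was at 65.8 ± 1.85 CPM in siCtrl Srf, 20.8 ± 6.44 CPM in siY/T Srf and 13.7 ± 0.81 CPM in siATF4 Srf cells, log2 fold changes of -1.67 (standard error 0.143, adjusted p = 9.71e-07 from limma with Benjamini-Hochberg adjustment) and -2.23 (adjusted p = 1.40e-08 from limma). The siY/T Srf libraries, with 25.3 and 16.2 CPM, differed more than the others, and without one or the other the change with siY/T was -1.99 or -1.36. The other genes with the largest falls in both lists were taken from those with at least 5 CPM on average. They were *SLC7A5*, with -1.71 with siY/T and -1.61 with siATF4, *SLC6A8*, with -1.52 and -1.82, and *ASNS*, with -1.26 and -1.91. For each of these 5 genes, counting *CHAC1* and *SLC7A11*, both libraries of each depleted group lay below both siCtrl Srf libraries. *JDP2*, under 5 CPM in each group, was also in both lists, with -1.425 with siY/T and -1.717 with siATF4. The paper states that YAP/TAZ and ATF4 co-regulate the genes lowered in both experiments. It names *CHAC1* and *SLC7A11* as known targets of ATF4 among them (Fig 5A). Its further evidence on joint regulation includes quantitative RT-PCR, chromatin immunoprecipitation at the *SLC7A11* promoter, also in sequential form, and co-immunoprecipitation of ATF4 with YAP and TAZ. It also overexpressed ATF4 in cells without YAP/TAZ. None of these experiments was analysed here.

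**Figure D3:**
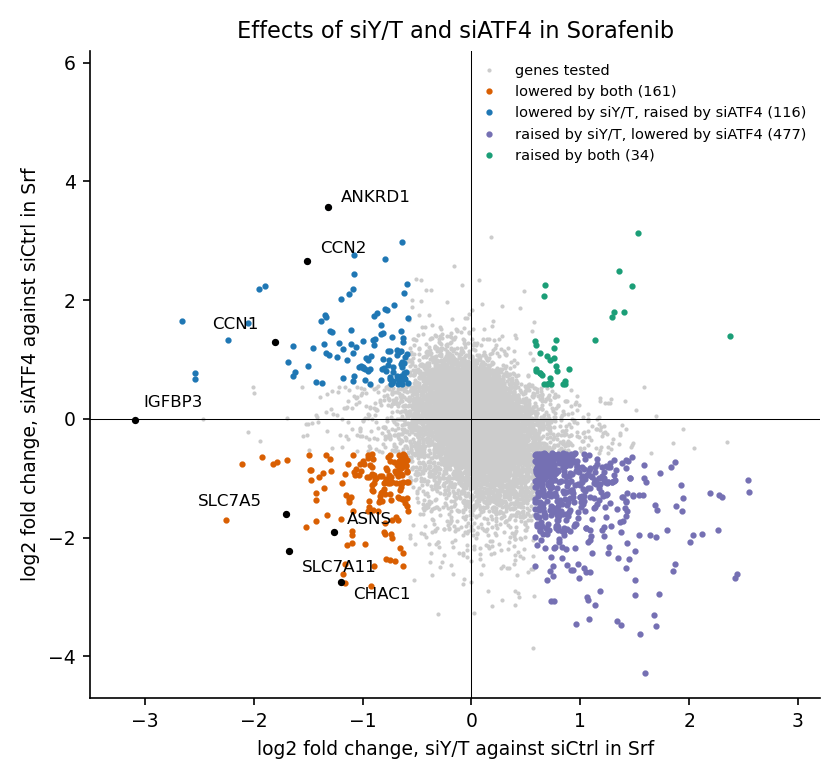
Log2 fold change with siATF4 against log2 fold change with siY/T in Sorafenib, both against siCtrl Srf, with 1 point for each of the 13515 genes tested and the genes called in both comparisons coloured by direction. The 161 genes lowered by both lie in the lower left, with *SLC7A11* at -1.67 with siY/T and -2.23 with siATF4.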

Quantitative RT‐PCR further confirmed that these genes were co‐regulated by YAP/TAZ and ATF4 (Fig 5B). We next assessed whether ATF4 directly regulated their expression via canonical amino acid responsive element (AARE) motifs. ChIP‐qPCR analysis revealed that ATF4 indeed bound to DNA fragments containing the AARE regions of the *ATF3* and *SLC7A11* gene promoters (Fig 5C).

**Figure 5:**
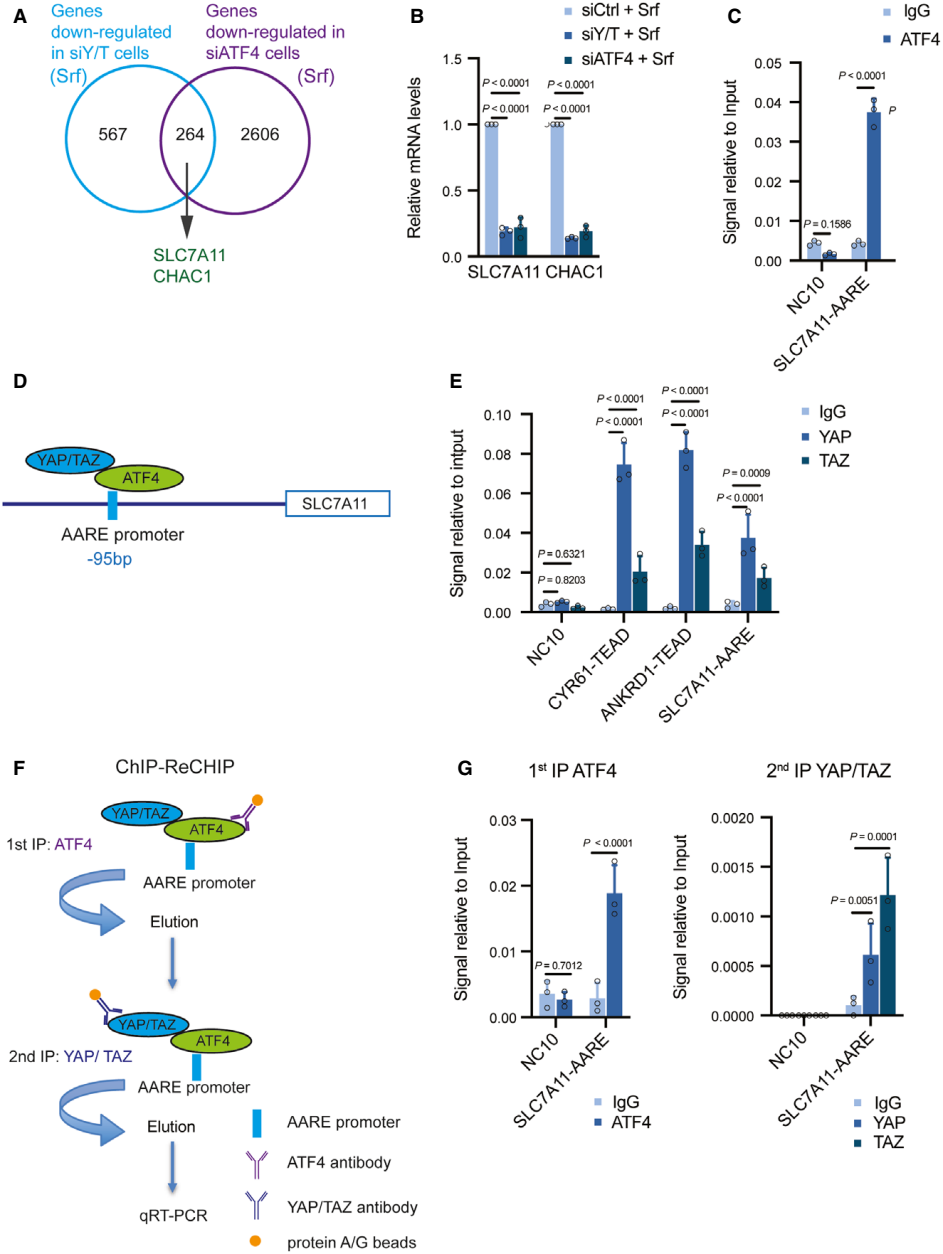
YAP/TAZ‐ATF4 collaboratively regulate *SLC7A11* expression A total of 264 common genes were identified downregulated by both deficiency for YAP/TAZ and deficiency for ATF4, among which were known ATF4 targets, such as *SLC7A11* and *CHAC1*. HLE cells were transfected with siCtrl, siYAP/TAZ, or siATF4 and cultured with 6 μM Sorafenib for 18 h and RNA was subjected to next‐generation RNA sequencing. Venn diagram analysis was conducted using VENNY 2.1.0.Quantitative RT‐PCR analysis verified that depletion of YAP/TAZ or ATF4 declined the expression levels of *SLC7A11* and *CHAC1*. HLE cells were transfected with siCtrl, siY/T, or siATF4 and cultured with 6 μM Sorafenib for 18 h. Quantitative RT‐PCR was conducted to determine *SLC7A11* and *CHAC1* mRNA levels. Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using two‐way ANOVA. Results represent 3 independent experiments.Binding of ATF4 to DNA fragments containing the AARE binding motif in the promoters of *SLC7A11* and *ATF*3. ChIP was performed on HLE cell lysate with antibodies against ATF4 and rabbit IgG as control. DNA fragments were amplified using the primers specific for AARE binding motif in the *SLC7A11* promoter region. The non‐coding region NC10 served as negative control. Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using one‐way ANOVA. Results represent three independent experiments.Schematic representation of the ATF4 binding motif AARE located at – 95 bp of the *SLC7A11* promoter region. YAP/TAZ were predicted to interact with ATF4 binding to the AARE binding motif in the promoter of *SLC7A11*.Binding of YAP and TAZ to DNA fragments containing the AARE binding motif in the *SLC7A11* promoter. ChIP was performed on HLE cell lysate with antibodies against YAP and TAZ and rabbit IgG as control. DNA fragments were amplified using the primers specific for AARE binding motif in the *SLC7A11* promoter region. The non‐coding region NC10 served as negative control, and the bona fide TEAD target genes *CYR61* and *ANKRD1* served as positive controls. Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using one‐way ANOVA. Results represent three independent experiments.Schematic representation of the ChIP‐ReChIP strategy to test whether YAP/TAZ bind to the AARE binding motif within the *SLC7A11* promoter via binding to ATF4.YAP/TAZ bind to DNA fragments containing the AARE binding motif within the *SLC7A11* promoter via ATF4. HLE cells were cultured with 6 μM Sorafenib for 18 h before harvest. In a 1^st^ round ChIP ATF4 was immunoprecipitated with antibody against ATF4, rabbit IgG was used as control. DNA‐protein immunocomplexes were eluted and in a 2^nd^ round ChIP antibody against YAP/TAZ was used to precipitate DNA fragments which were then amplified and analyzed by quantitative PCR for the AARE motif in the *SLC7A11* promoter. NC10 served as negative PCR control. Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using one‐way ANOVA. Results represent three independent experiments. Source data are available online for this figure.

Our previous results demonstrated that YAP/TAZ regulates *SLC7A11* expression via a TEAD binding motif on its gene promoter. Given that a fraction of YAP/TAZ targets was found co‐regulated by ATF4, we further investigated an alternative regulation of *SLC7A11* by YAP/TAZ, such as via the AARE motif in the *SLC7A11* promoter. Indeed, ChIP‐qPCR analysis revealed that YAP/TAZ was also able to bind to a DNA fragment containing the AARE motif in the *SLC7A11* gene promoter (Fig 5D and E). Given that YAP/TAZ physically interacted with ATF4 and that YAP/TAZ and ATF4 bound to the AARE motif in the *SLC7A11* gene promoter, ATF4 might mediate the indirect binding of YAP/TAZ to the AARE motif. To test this, a ChIP‐ReChIP assay was performed with a 1^st^ round of anti‐ATF4 ChIP followed by a 2^nd^ round of anti‐YAP/TAZ ChIP (Fig 5F). Indeed, we found that the AARE motif in the *SLC7A11* gene promoter was significantly enriched by YAP/TAZ in the 2^nd^ round ChIP (Fig 5G), indicating that YAP/TAZ bound to the DNA fragment containing the AARE motif in the *SLC7A11* gene promoter via binding to ATF4. Together, the results suggest that YAP/TAZ and ATF4 collaboratively regulate *SLC7A11* expression in HCC cells.

We next analyzed the effect of ATF4 overexpression on the expression of SLC7A11 and CHAC1. Interestingly, while overexpression of ATF4 alone significantly induced the expression of SCL7A11 and CHAC1, the concomitant loss of YAP/TAZ reduced the ATF4‐mediated induction of SLC7A11 and CHAC1 expression (Appendix Fig S8A).

To assess the general importance of the cooperative action of YAP/TAZ and ATF4 in overcoming ferroptosis in various cancer cell types, we have further addressed the roles of YAP/TAZ and ATF4 in HT1080 human fibrosarcoma cells in response to a variety of ferroptotic stimuli. Interestingly, while YAP/TAZ and ATF4 loss of function resulted in higher rates of ferroptosis upon RSL3, FIN56, and FINO2 treatments (Appendix Fig S8B and C). More importantly, treatment with Ferrostatin‐1 rescued the ferroptotic stimuli‐induced cell death, confirming cell death via ferroptosis. Interestingly, we observed that there was no difference in the rate of ferroptosis in HT1080 cell upon YAP/TAZ or ATF4 deficiency and Erastin treatment. In fact, a recent report by the Conrad laboratory demonstrated that HT1080 cells fails to response to the SLC7A11 (xCT) blocker Sorafenib (Zheng *et al*, 2021). While both Sorafenib and Erastin target xCT to induce ferroptosis, how these two compounds exerted their functions so divergently in comparison with other ferroptotic inducers in the context of YAP/TAZ and ATF4 was unknown; it may be due to the inhibition of other targets of Sorafenib and/or Erastin.

To further assess a general role of YAP/TAZ in restricting ferroptosis, we analyzed Sorafenib and RSL‐3‐induced ferroptosis in MDA‐MB‐231 human breast cancer cells, a cell line widely used to study breast cancer metastasis. In line with our conclusion, overexpressed YAP can induce ferroptosis resistance in MDA‐MB‐231 cells as well (Appendix Fig S8D and E).

### Targeting ferroptosis overcomes HCC Sorafenib resistance *in vivo*

Our results suggested that YAP/TAZ and ATF4 promoted Sorafenib resistance by upregulating *SLC7A11* gene expression and thus antagonizing ferroptosis. We next investigated the therapeutic effect of targeting YAP/TAZ in combination with Sorafenib on tumor outgrowth of HCC cells *in vivo*. However, neither the human Sorafenib‐resistant HCC cell lines tested nor the Sorafenib‐resistant Huh7 and Hep3B‐IR and CR cells showed efficient tumor outgrowth upon transplantation into immunodeficient NSG mice, with the exception of SNU398 cells which were thus used for further experimentation. SNU398 cells also exhibited increased cell death induced by Sorafenib in YAP/TAZ or in ATF4‐depleted cells *in vitro*, which could be reversed by treatment with the ferroptosis inhibitor Ferrostatin‐1 but not with the apoptosis inhibitor Z‐VAD‐FMK or the necroptosis inhibitor GSK872 (Appendix Fig S9A and B).

We then established SNU398 cells expressing either an shRNA against luciferase (SNU398‐shLuc) as control or an shRNA against YAP and TAZ (SNU398‐shY/T) (Fig 6A). These cells were then implanted into the flanks of NSG immunocompromised mice, and the mice were then treated with vehicle control or with Sorafenib (20 mg/kg). In line with the *in vitro* colony formation assays described above, YAP/TAZ deficiency resulted in an increased sensitivity to Sorafenib treatment *in vivo*, as reflected by decreased tumor growth rates as well as by smaller tumor masses at end point analysis (Fig 6B–D).

**Figure 6:**
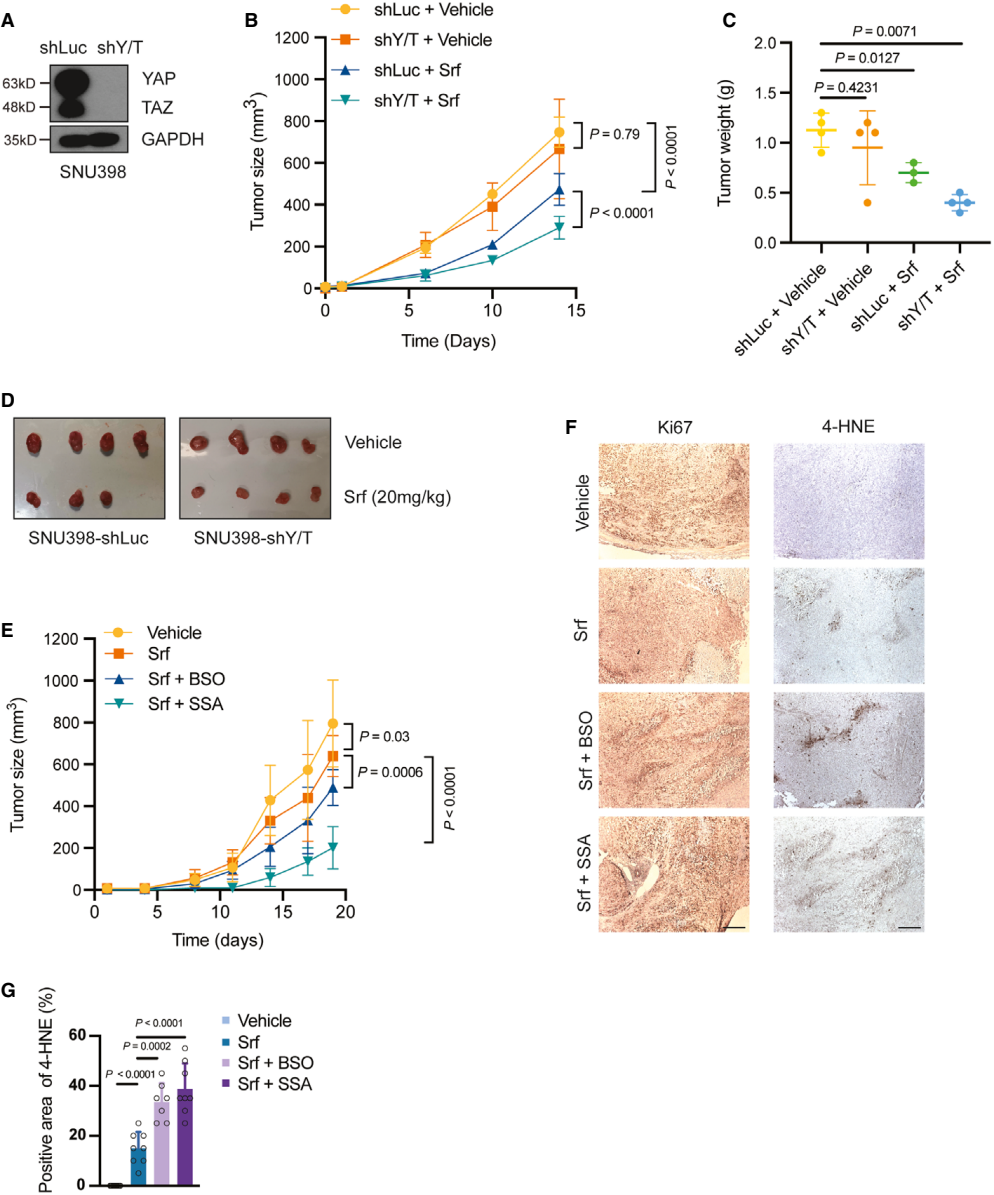
Targeting ferroptosis overcomes Sorafenib resistance AEstablishment of a YAP/TAZ‐deficient SNU398 cell line. SNU398 cells were infected with lentivirus to stably express either shLuc as control or shYAP/TAZ. Immunoblotting illustrated the loss of YAP/TAZ expression. GAPDH served as loading control.B–DCombination of YAP/TAZ deficiency and Sorafenib treatment suppressed tumor growth in a HCC xenograft model. SNU398‐shLuc or SNU398‐shYAP/TAZ (shY/T) cells were transplanted into the flanks of immunodeficient NSG mice. Once the tumors were palpable, mice were treated with 20 mg/kg Sorafenib or vehicle control, and tumor sizes were measured twice a week (B). Tumor weights and sizes were also recorded after sacrifice of the mice (C,D). Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using two‐way ANOVA. Mouse numbers of shLuc + Vehicle, shY/T + Vehicle, and shY/T + Srf were 4 per cohort, mouse numbers of shLuc + Srf were 3 per cohort.EPharmacological inhibition of glutathione synthesis and function sensitizes HCC tumors to Sorafenib therapy. SNU398 cells were transplanted into the flanks of immunodeficient NSG mice. Once the tumors were palpable, mice were treated with vehicle control or with 20 mg/kg Sorafenib alone, or with 20 mg/kg Sorafenib and 20 mM BSO in the drinking water or 120 mg/kg SSA per os. Tumor sizes were measured twice a week. Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using two‐way ANOVA. Mouse numbers were 8 for the experimental cohorts Vehicle, Srf, and Srf + SSA and 7 for Srf + BSO.FRepresentative pictures of immunohistochemical staining of Ki67 and 4‐HNE in tissue sections taken from HCC tumors of the mice treated as described in (E). Ki67 is a marker for cell proliferation, while 4‐HNE is a marker of lipid peroxidation and ferroptosis. Scale bars, 50 μm.GQuantification of 4‐HNE‐positive cells of the immunohistochemical stainings described in (F). Data are shown as mean ± standard deviation (SD). Statistical significance was calculated using one‐way ANOVA. Each data point represents the average of three technical replicates of one histological section, the numbers of tumor samples are given in (E). Source data are available online for this figure.

We further examined the potential therapeutic efficacy of targeting ferroptosis in order to overcome Sorafenib resistance. SNU398 cells were implanted into the flanks of NSG immunodeficient mice, and the mice were then treated with sulfasalazine (SSA) (Gout *et al*, 2001) (Wang *et al*, 2019), a pharmacological inhibitor of SLC7A11, or with buthionine sulfoximine (BSO) (Watanabe *et al*, 2003), a glutathione depletion reagent. Importantly, the combination therapy of Sorafenib with either compound led to delayed tumor growth (Fig 6E), suggesting that co‐targeting ferroptosis can efficiently sensitize tumors to Sorafenib therapy. Histochemical analysis of the tumors by 4‐hydroxynonenal (4‐HNE) staining confirmed an increase of lipid peroxidation in the inhibitor‐treated tumors, while tumor cell proliferation as determined by Ki67 staining was not significantly affected (Fig 6F and G).

Taken together, our studies demonstrate that the genetic ablation of YAP/TAZ or ATF4 or the pharmacologically blocking of their transcriptional target gene product SLC7A11 or the glutathione synthesis pathway can efficiently sensitize HCC tumors to Sorafenib therapy by unleashing ferroptosis to promote cell death.

## Discussion

The development of therapy resistance is a general and sobering clinical challenge observed in a variety of therapeutic approaches, including newest molecularly targeted therapies. Sorafenib, a standard‐of‐care treatment for advanced HCC, targets cancer cells by blocking intracellular protein kinase cascades (Wilhelm *et al*, 2006). Further studies have uncovered that the cystine‐glutamate antiporter SLC7A11, a key antagonist of ferroptosis, is also inhibited by Sorafenib (Dixon *et al*, 2014). However, a recent report demonstrates that Sorafenib is not an inducer of ferroptosis and that inhibitors of SLC7A11 not necessarily induce ferroptosis in all tumor cells (Zheng *et al*, 2021). Hence, the mode of action of Sorafenib may be cell type‐specific and rely on its multiple roles in blocking proliferation and in inducing cell death. In our study, we have aimed at delineating the molecular drivers of Sorafenib resistance by combining a genome‐wide synthetic lethality screen with transcriptomic analysis. These combined approaches identified YAP/TAZ, well‐known transducers of the Hippo signaling pathway, as key factors in mediating Sorafenib resistance. One major mechanism relies on YAP/TAZ’s ability to restrain therapy‐induced ferroptosis by promoting *SLC7A11* gene expression via both TEAD‐dependent and ATF4‐dependent transcriptional activities (Fig 7).

**Figure 7:**
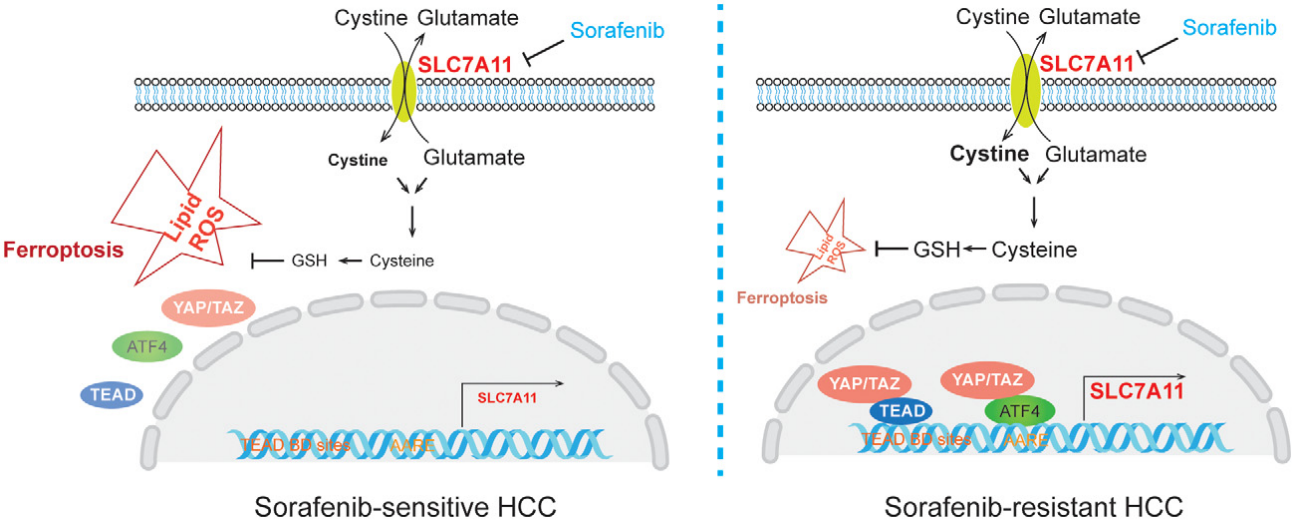
Working model of how YAP/TAZ and ATF4 repress ferroptosis in Sorafenib‐resistant HCC cells In Sorafenib‐sensitive cells, YAP/TAZ and ATF4 are not activated and not localized to the nucleus. As a consequence, the expression of antioxidant genes, such as *SLC7A11*, is not induced, and glutathione (GSH) levels are low. ROS levels then increase and ferroptosis can ensue, even more so in the presence of Sorafenib. In Sorafenib‐resistant cell, YAP/TAZ and ATF4 are activated in the nucleus and induce the expression of *SLC7A11* which increases GSH levels. ROS levels are thus reduced, ferroptosis is repressed, and HCC cells survive even in the presence of Sorafenib.

Previous studies have suggested that *SLC7A11* can be transcriptionally regulated by a set of key oncogenic transcription factors, including mutant p53 (Jiang *et al*, 2015), NRF2 (Sun *et al*, 2016) and ATF4 (Chen *et al*, 2017). We here report that YAP/TAZ, as transcriptional co‐activators, form complexes with TEADs and thus indirectly bind to the TEAD motif in the *SLC7A11* gene promoter and thus induce the expression of SLC7A11. In line with previous report that ATF4 binds to AARE motif in the *SLC7A11* promoter (Sato *et al*, 2004), we observed that YAP/TAZ can bind to ATF4 and thus to the AARE motif in the *SLC7A11* gene promoter, illustrating that ATF4 serves as a novel transcriptional partner of YAP/TAZ. 

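The lists of genes changed by siY/T and by siATF4 in the presence of Sorafenib were also compared in the other directions. Of the genes lowered by siY/T, 116 were raised by siATF4, against 53.2 expected (odds ratio 2.66, 95% interval 2.13 to 3.30, one-sided Fisher's exact test, p = 1.61e-16). In the draws with effects assigned independently, that number was 56.0 on average and between 40 and 74. As a share of the genes lowered by siY/T the observed number was 22.4%, against 10.0% on average and between 7.0% and 12.8%. It was 190 after quantile normalization, 192 by edgeR and 188 by DESeq2. Of the genes raised by siY/T, 477 were lowered by siATF4, against 154 expected (odds ratio 7.10, 95% interval 6.12 to 8.24, one-sided Fisher's exact test, p = 6.94e-149), and 34 were raised by both, against 84.7 expected (odds ratio 0.36). The 116 genes held 6 of the 21 YAP/TAZ targets tested and 0 of the 37 ATF4 targets.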

In fact, in addition to *SLC7A11*, global transcriptomic analysis revealed that YAP/TAZ and ATF4 share a substantial number of common direct and indirect transcriptional targets. While our current study focuses on *SLC7A11*, the functional contribution of ATF4 as an additional DNA binding partner of YAP/TAZ in physiological and pathophysiological processes warrants further investigation. Here, it will be also important to delineate the functional contribution of endoplasmic reticulum (ER) stress on the induction of ATF4 activity, in particular with the knowledge that Sorafenib is a well‐known inducer of ER stress (Rahmani *et al*, 2007; Shi *et al*, 2011).

In HCC cells, we have found that YAP/TAZ can form complexes with ATF4. The interaction of YAP/TAZ with ATF4 appears to promote the nuclear localization of ATF4 and thus its transcriptional activity and to stabilize ATF4 protein by preventing its cytoplasmic ubiquitylation and proteasomal degradation. Moreover, while TEADS have been previously shown to be critical for the nuclear import of YAP/TAZ (Diepenbruck *et al*, 2014), we here show that TEADs via YAP/TAZ are also required to direct ATF4 to the nucleus. Hence, our study suggests YAP/TAZ, and indirectly TEADs, as key chaperones for ATF4 upon cellular stress, such as in response to Sorafenib.

YAP/TAZ have been previously implicated in the development of resistance to targeted therapies as well as in epithelial tumor progression via regulating ferroptosis (Yang *et al*, 2020). In contrast, in breast tumors YAP has been shown to promote ferroptosis. Under cell–cell contact conditions, E‐cadherin suppresses ferroptosis by activating NF2 and the Hippo signaling pathway (Wu *et al*, 2019). Further, YAP transcriptionally upregulates key ferroptosis genes, such as ACSL4 and TFRC (Wu *et al*, 2019). Likewise, TAZ has been shown to promote ferroptosis in renal and ovarian tumors by upregulating EMP1‐NOX4 (Yang *et al*, 2019) and ANGPTL4‐NOX2 (Yang *et al*, 2020), respectively. A recent study by the Conrad laboratory demonstrated that Sorafenib fails to trigger ferroptosis in xCT^high^ cells (Zheng *et al*, 2021). In fact, the key conclusion from our study is that YAP/TAZ and ATF4 drive high levels of SLC7A11 expression, thereby restricting Sorafenib‐induced ferroptosis. Thus, our conclusion is fully supported by the recently published study. Similar to HCC cells, we have also found that YAP/TAZ and ATF4 repress ferroptosis by inducing SLC7A11 expression in other cancer cell types, including HT1080 fibrosarcoma and MDA‐MB‐231 breast cancer cells, suggesting a potentially high generality of the results. However, we found differences in the response of the various cancer cell types to different ferroptosis inducers, and our and the published results together suggest that the roles of YAP/TAZ and ATF4 in ferroptosis regulation appear to be cell context‐dependent. Here, detailed investigations are warranted to molecularly segregate the promoting and inhibitory roles of Hippo signaling in ferroptosis and the consequences for physiological and pathophysiological processes.

Our studies have identified a novel role of YAP/TAZ and ATF4 in restraining ferroptosis during the development of resistance against Sorafenib therapy in HCC, most likely also in patients. In its sum, the work raises the possibility and provides a first proof of concept in mouse models that targeting YAP/TAZ or ATF4 may be a suitable way to overcome therapy resistance. In fact, small inhibitors targeting YAP/TAZ have been and are being explored as anti‐cancer agents at a pre‐clinical and clinical stage. Notably, a vast majority of inventions aim to disrupt TEAD‐dependent YAP/TAZ function in tumor progression, such as blocking TEAD palmitoylation. Our observations of ATF4‐dependent YAP/TAZ activities, together with previous findings of and interaction of YAP/TAZ and β‐catenin and SMADs, suggest that targeting YAP/TAZ themselves, such as via a PROTAC approach, might represent a most efficient approach in clinics. Finally, in the context of Sorafenib resistance as a major clinical challenge in the therapy of HCC, we report first pre‐clinical proof that the specific targeting of enzymes and transporters involved in glutathione synthesis and homeostasis may offer attractive opportunities to overcome Sorafenib and potentially other therapy resistance.

## Materials and Methods

### DNA constructs, siRNAs, and antibodies

1C‐TAZ‐WT, 1C‐TAZ‐4SA, 1C‐TAZ‐4SA‐mNLS were kind gifts from Andras Kapus. pBabe‐puro‐HA‐EV, and pBabe‐puro‐HA‐YAP‐5SA were kind gifts from Alex Hergovich. pLenti‐CMV‐SLC7A11‐sh926R‐FLAG‐IRES‐Hygro was purchased from Addgene (# 118702). To generate pSuper‐retro‐puro‐shYAP/TAZ construct, the oligonucleotide 5′‐TGTGGATGAGATGGATACA‐3′ which targets both YAP and TAZ mRNAs was cloned into pSuper‐retro‐puro vector. To generate pGL4.10‐SLC7A11, a DNA fragment from −1,000 bp to +200 bp containing the *SLC7A11* promoter was cloned into the pGL4.10 vector.

On‐target siRNAs were purchased from Horizon Discovery and are listed in Appendix Table S1. Antibodies used are listed in Appendix Table S2, and PCR primers are listed in Appendix Table S3.

### Cell culture, transfection, reagents, and stable cell line generation

HEK‐293T, SNU398, HT1080 cells were obtained from American Type Culture Collection (ATCC); Huh7, HLE, Hep3B were gifts from Luca Quagliata. All cell lines used in this study were authenticated when applicable and tested for the absence of mycoplasma contamination every 2 weeks. Cells were cultured with DMEM supplemented with fetal calf serum (FCS, 10%, Sigma‐Aldrich), l‐glutamine (2 mM, Sigma‐Aldrich), penicillin (100 U/ml, Sigma‐Aldrich), and streptomycin (100 μg/ml, Sigma‐Aldrich) in the incubator at 5% CO_2_, 37°C, 95% humidity. Plasmid transfections into HEK293T cells were carried out by using PEI (polyethylenimine, linear, MW 25000, Polysciences Catalog No. 23966‐1), plasmid transfections into HCC cell lines were carried out with jetPEI (polyPlus Transfections) or with Lipofectamine 3000 (Invitrogen). siRNA transfections were carried out with Lipofectamine RNAiMAX (Invitrogen) according to the manufacturer’s instructions.

To establish cell lines stably overexpressing SLC7A11, lentivirus was produced by transfection of HEK‐293T cells with pLenti‐CMV‐SLC7A11‐sh926R‐FLAG‐IRES‐Hygro, infections were performed using 8 μg/ml polybrene (Sigma #107689), hygromycin B (Invivogen, # ant‐hg‐1) was used for selection. To establish YAP/TAZ‐stable knockdown cell lines, retrovirus was produced by transfection of Platinium‐A cells (Cell Biolabs) with pSuper‐retro‐puro‐shYAP/TAZ, infections were performed using 8 μg/ml Polybrene (Sigma #107689), and puromycin (Invivogen, # ant‐pr‐5b) was used for the selection. To establish YAP‐5SA stable overexpressing cell lines, retrovirus was produced by transfection of Platinium‐A cells (Cell Biolabs) with pBabe‐puro‐HA‐YAP‐5SA, infections were performed using 8 μg/ml Polybrene (Sigma #107689), and puromycin (Invivogen, # ant‐pr‐5b) was used for the selection. The shRNA sequence to target both YAP and TAZ expression was taken from (Hiemer *et al*, 2015).

The following reagents were used to modulate cell death: Sorafenib (Selleck‐S7397), (Ferrostatin‐1 (Sigma‐SML0583), GSK872 (Selleck‐S8465), Z‐VAD‐FMK (Selleck‐S7023), Erastin (Sigma‐E7781), RSL3 (Sigma‐SML2234), FIN56 (Sigma‐SML1740), and FIN02 (CAY‐25096).

### Synthetic‐lethal screen

A barcoded shRNA library targeting 6317 mRNAs (50467 shRNA) involved in signaling pathways (human genome‐wide pooled lentiviral shRNA library module 1, vector: pRSI16cb, Cellecta) was introduced into Sorafenib‐resistant cells by lentiviral transduction at a MOI = 0.5. Cells were treated with 2 μg/ml puromycin to select for infected cells. Cells were cultured with 7 μM Sorafenib, and the medium was refreshed three times a week for 4 weeks to generate sufficient cell numbers. Genomic DNA was extracted using QIAGEN QIAamp DNA Micro Kit (QIAGEN, #56304). shRNA barcodes were amplified with NGS Prep Kit (For shRNA Libraries in pRSI16cb (KOHGW), Biocat, # LNGS‐120‐CT). PCR products were purified with the QIAquick PCR purification kit (QIAGEN, #28106) and separated by electrophoresis in 3.5% agarose gels; exact bands were excised and purified using QIAquick gel extraction kit (QIAGEN, #28706). DNA concentrations were measured and adjusted to 10 nM; next‐generation sequencing (NGS) of pooled amplified barcodes was performed on an Illumina HiSeq (Illumina).

### Cell viability assay

Cells were seeded into 96‐well plates (5,000 cells per well), treated with different inducers or inhibitors before harvest. Cell viability was measured using the CellTiter‐Glo^®^ 2.0 kit (Promega G9243) according to the manufacturer’s recommendations. Luminescence signals were recorded with a bioluminescence plate reader (Berthold Centro LB 960).

### Colony formation assay

Cells were seeded into 12‐well plates (5,000 cells per well) and cultured for 2 weeks, siRNAs were transfected every other day, and culture medium with either DMSO or Sorafenib was exchanged every 24 h. 2 weeks later, cells were washed with PBS and fixed with 4% paraformaldehyde for 30 min at room temperature, washed with PBS again, and stained with crystal violet (1 mg/ml dissolved into 10% ethanol) for 30 min at room temperature. After washing with PBS, plates were left to dry and cells stained with crystal violet were quantified using Fiji (NIH Image).

### Dual‐Luciferase report assay

Cells were seeded into 24‐well plates, siRNAs were transfected once cell confluence had reached 60%. Medium was changed after 6 h. Twenty‐four hours later, pGL4.10‐SLC7A11 and pRL‐CMV were transfected together into cells at a 10:1 mass ratio, and medium was changed after 6 h. Cells were washed with PBS twice, and *Firefly* luminescence and *Renilla* luminescence were measured using the Dual‐Luciferase report Assay Kit (Promega E1980) and a bioluminescence plate reader (Berthold Centro LB 960).

### Intercellular GSH assay

Cells were seeded into 96‐well plates (5,000 cells per well), treated with DMSO or 6 μM Sorafenib, respectively. Eighteen hours later, cells were washed with PBS twice and harvested by trypsinization. Cell numbers were counted with a cell counter. Intracellular GSH levels were measured using the GSH‐Glo Glutathione Assay kit (Promega V6911/V6912) and a bioluminescence plate reader (Berthold Centro LB 960). The results were normalized to cell numbers.

### Cystine uptake measurement

10^6^ cells were seeded into 60‐mm dishes. Twenty‐four hours later, cells were transfected with siRNAs, and medium was exchanged 6 h after the transfection. Twenty‐four hours after the transfection, cells were treated with DMSO, Sorafenib, or Erastin for 18 h. Cystine‐FITC (BioTracker Cystine‐FITC Live Cell Dye, Sigma SCT047) was diluted in medium at a concentration of 5 μM and added to cells to incubate at 37°C for 30 min. Cells were washed with PBS and harvested by trypsinization. Cells were resuspended in PBS and filtered through a 40‐μm strainer. Intracellular Cystine‐FITC levels were measured by flow cytometry (Beckman Coulter Cytoflex LX) with a 488 nm laser. Data were collected and analyzed using Flow Jo (Ashland, Oregon‐based FlowJo LLC).

### Cellular lipid measurement

Cells were seeded into 60‐mm dishes with 10^6^ cells. Twenty‐four hours later, cells were transfected with siRNAs, and fresh medium was changed 6 h after the transfection. Twenty‐four hours after transfection, cells were treated with DMSO or Sorafenib for 18 h. C11‐BODIPY 581/591 (Thermo Fisher Scientific, D3861) was used to stain the cells for 30 min at 37°C and harvested by trypsinization. Cells were resuspended in PBS and filtered through a 40‐μM strainer. Flow cytometry (Beckman Coulter Cytoflex LX) with 488 and 561 nm lasers was used for analysis, and data were collected and analyzed using Flow Jo (Ashland, Oregon‐based FlowJo LLC).

### Cellular Reactive Oxygen Species (ROS) measurement

10^6^ cells were seeded into 60‐mm dishes. Twenty‐four hours later, cells were transfected with siRNAs and fresh medium were changed 6 h after the transfection. Twenty‐four hours after the transfection, cells were treated with DMSO, Sorafenib or Erastin for 18 h. CellROX™ Green Flow Cytometry Assay Kit (Thermo Fisher Scientific, C10492) was used to stain the cells for 30 min at 37°C which were then harvested by trypsinization. Cells were resuspended in PBS and filtered through a 40‐μM strainer. Flow cytometry (Beckman Coulter Cytoflex LX) with a 488 nm laser was used for analysis, and data were collected and analyzed using Flow Jo (Ashland, Oregon‐based FlowJo LLC).

### Protein lysis, immunoprecipitation, ubiquitination assay

For immunoblotting analysis, cells were washed with 1× PBS twice and lysed with RIPA lysis buffer (Sigma R0278). Cell lysates were centrifuged and the pellets were removed before protein concentration measurement and immunoblotting analysis.

For immunoprecipitation, cells were washed with 1× PBS twice and lysed with CST lysis buffer (CST9803) supplemented with protease inhibitors (Sigma P2714) at 4°C, then centrifuged at 16,100 *g* for 10 min, and pellets were removed. 1/10 of the cell lysate was taken as input, the rest of the cell lysate was incubated with specific antibodies and protein A/G‐Sepharose overnight at 4°C. After five times washing with CST lysis buffer, the precipitated proteins were eluted with SDS‐loading buffer and analyzed by immunoblotting.

For ubiquitination assays, cells transfected with plasmids were lysed with RIPA buffer supplemented with additional 0.1% SDS to a final concentration of 0.2% SDS, followed by standard immunoprecipitation protocols.

For immunoblotting analysis, protein samples were fractionated by SDS–PAGE and transferred to PVDF membranes, then membranes were blocked with 5% skimmed milk in TBST, and antibodies were incubated with the membranes overnight at 4°C. Membranes were washed with TBST 3 × 10 min and incubated with the secondary antibodies for 2 h at room temperature, then washed for 3 × 10 min with TBST. Chemiluminescence was detected with X‐ray films (FUJIFILM) or using Fusion (Analis) once the membranes were incubated with chemiluminescent HRP substrate (Millipore WBKLS0500). Fiji software was used to quantify the immunoblots by densitometry (NIH Image). Information on the antibodies used is presented in Appendix Table S2.

### Chromatin immunoprecipitation

Cells were washed with cold PBS twice, crosslinking was conducted with 1% formaldehyde and EGS (Thermo Fisher #21565). Glycine was used to quench the reaction, cells were then rinsed three times with cold PBS and scraped off from dishes for centrifugation. Cells were lysed with CHIP lysis buffer and sonicated (Bioruptor, Diagenode) to achieve 100–500 bps chromatin fragments, sonication efficacy was validated by running 1% agarose gel. 150 μg chromatin in 600 μl CHIP dilution buffer was prepared, 1% was saved for input samples, and the rest of the chromatin was incubated with 5 μg normal rabbit IgG antibody (Cell Signaling Technology, 2729) or anti‐YAP1 antibody (Cell Signaling Technology, 4912), anti‐TAZ (V386) antibody (Cell Signaling Technology, 4883), or anti‐ATF‐4 (D4B8) antibody (Cell Signaling Technology, 11815) overnight at 4°C. Immunocomplexes were incubated with 30 μl pre‐locked Sepharose Protein A beads (Affi‐Prep Protein A Support, Bio‐Rad; 1560006) at 4°C, 2 h later the immunocomplexes were centrifuged at 9,500 *g* for 1 min and the supernatant discarded. The beads were washed with CHIP wash buffer. Immunocomplexes were eluted from the beads, for Re‐CHIP experiment, after the first step elution, half of the samples were incubated with another antibody and pre‐locked Sepharose Protein A beads for the secondary immunoprecipitation. Input and IP samples were all de‐crosslinked and purified with QIAquick Gel Extraction kit (Qiagen, #28704), and eluted DNA samples were analyzed by quantitative PCR. Fold enrichments for specific *SLC7A11* promoter regions were calculated by IP over input samples and normalized to isotype‐specific IgG as the negative control. Enrichments of *CYR61* promoter were used as a positive control. Primers used in the ChIP experiment are listed in Appendix Table S3.

### RNA extraction and quantitative RT‐PCR

RNA was extracted with TRIZOL reagent (Sigma T9424), reverse transcription PCR was performed using Reverse Transcriptase kit (Promega A3803), and real‐time PCR was performed using Powerup SYBR Green PCR master mix (A25743) on a Step‐One Plus real‐time PCR machine (Applied Biosystems). Human RPL19 expression was used for normalization. Fold changes were calculated using the comparative Ct method (ΔΔCt). Sequences of primers are listed in Appendix Table S3.

### Immunohistochemistry

Tumor sections were deparaffinized with 3 × 10 min Roticlear, 2 × 5 min 100% EtOH, 1 × 10 min 90% EtOH, 1 × 5 min 80% EtOH, 1 × 5 min 70% EtOH, 1 × 5 min 30% EtOH, 3 × 10 min PBS. Antigen retrieval was performed in 10 mM pH 6.0 citrate buffer in a pressure cooker, then washed 3 × 10 min with 0.3% Triton‐100 in PBS. Peroxidase was quenched with 3% H_2_O_2_ for 10 min, washed with PBS 3 × 10 min, then blocked with 2.5% goat serum for 30 min at room temperature. Incubation with primary antibody (diluted into 2.5% goat serum) was at 4°C overnight, followed by washing 3 × 10 min with PBS, incubation with secondary antibody (vector MP‐7541‐50) at room temperature for 30 min, washing 3 × 10 min with PBS, incubation with peroxidase substrate (vector SK‐4105) at room temperature for 5 min and washing with water for 5 min. Counterstaining with hematoxylin was done for 1 min to stain nuclei, followed by washing with water for 5 min, and dehydration with 50% EtOH, 70% EtOH, and 95% EtOH for 5 min each, then 2 × 10 min 100% EtOH, and clearing with 2 × 10 min xylene. Coverslips were mounted with 2–3 drops mounting media (Thermo Fisher Scientific Cytoseal™ XYL mounting media 8312‐4) and let dry overnight. Slides were imaged using a Zeiss brightfield microscope (Zeiss Axioskop 2 Plus) and analyzed with Fiji (NIH Image).

### Immunohistochemistry of patient samples

Immunohistochemical staining of SLC7A11 was assessed on a tissue multi‐array (TMA) of an independent cohort of 233 HCCs, 119 cirrhotic tissues, and 19 normal liver samples, as previously described (Andreozzi *et al*, 2016). Additionally, SLC7A11 and YAP1 staining were performed in 10 HCC patients using whole serial tissue slides. Similarly, YAP and ATF4 staining were performed in a cohort of 18 HCC patients using whole serial tissue slides. Staining was performed on a Leica Bond III immunohistochemistry staining system (Muttenz, Switzerland) using DAB as chromogen as previously described (Coto‐Llerena *et al*, 2020). Antigen retrieval was performed using HIER 2 solution. Primary antibodies were used at the following concentrations: anti‐SLC7A11 (1:50, Cell Signaling clone 12691S), YAP (1:500, Abcam ab52771), and ATF4 (1:100, Abcam ab221791).

All relevant ethical regulations were strictly followed in this study. All the analyses using human tissue samples reported in this study were approved by the ethics commission of Northwestern Switzerland (EKNZ, approval no. 361/12). Informed consent was obtained from all subjects and the experiments conformed to the principles set out in the WMA Declaration of Helsinki and the Department of Health and Human Services Belmont Report.

### Immunofluorescence

Cells were cultured on coverslips, washed with PBS twice and fixed with 4% paraformaldehyde for 10 min, and then washed twice with PBS. Cells were permeabilized with 0.1% Triton (DAPI was also diluted into Triton at 100 ng/ml to stain the nucleus) on ice for 10 min. After three times washing with PBS, cells were blocked with 5% goat serum for 1 h at room temperature, then incubated with diluted antibodies (in 5% goat serum) overnight at 4°C. Cells were washed with PBS three times then incubated with secondary antibody (1:200 dilution) at room temperature for 1 h. Then, cells were washed with PBS three times, and mounting medium was added to mount coverslips on glass slides. Immunofluorescence staining was visualized using a Leica DMI 4000/6000 microscope.

### Tumor transplantation

All animal experiments were performed according to Swiss Federal Animal Welfare Law under approval number 2839 by the Veterinary Office of the Canton Basel‐Stadt. 2‐ to 3 month‐old male immunodeficient NOD/SCID; common γ receptor^−/−^ (NSG) mice were used in this study for tumor transplantation experiments. The mouse line was obtained from the Department of Biomedicine, University of Basel, animal facility and bred and housed in a certified animal facility with a 12‐h light/dark cycle in a temperature‐controlled room (22 ± 1°C) with free access to water and food, in accordance with Swiss guidelines.

SNU398‐parental cells, SNU398‐shLuc, or SNU398‐shYAP/TAZ cells (10^6^ in 100 μl PBS) were implanted into the left flanks of immunodeficient NOD/SCID; common γ receptor^−/−^ (NSG) mice. When tumors were palpable, Sorafenib (LC Laboratories, S‐8502) was applied at 20 mg/kg daily via gavage, SSA (Sulfasalazine, Sigma, S0883) was given at 120 mg/kg daily by intraperitoneal injection, 20 mM BSO (L‐buthionine‐sulfoximine, Sigma, B2515) was given in the drinking water for 3 weeks. Tumor width and length were measured twice a week using a caliper, and tumor volumes were calculated using the formulation of volume = length × width^2^ × 0.52.

### RNA‐sequencing analysis

RNA was extracted in biological triplicates using miRNeasy Mini kit (Qiagen) according to the manufacturer’s instructions. RNA quality control was performed using a fragment analyzer and standard or high‐sensitivity RNA analysis kits (Labgene; DNF‐471‐0500 or DNF‐472‐0500). RNA concentrations were measured using Quanti‐iTTM RiboGreen RNA assay Kit (Life Technologies/Thermo Fisher Scientific). A total of 200ng of RNA was utilized for library preparation using TruSeq stranded total RNA LT sample prep Kit (Illumina). Poly‐A^+^ RNA was sequenced using HiSeq SBS Kit v4 (Illumina) on an Illumina HiSeq 2500 using protocols defined by the manufacturer.

Single‐end RNA‐seq reads (81‐mers) were mapped to the human genome assembly, version hg19 (GRCh37.75), with RNA‐STAR (Dobin *et al*, 2013), with default parameters except for allowing only unique hits to genome (outFilterMultimapNmax=1) and filtering reads without evidence in spliced junction table (outFilterType="BySJout"). Expression levels per gene (counts over exons) for the RefSeq mRNA coordinates from UCSC (genome.ucsc.edu, downloaded in December 2015) were quantified using qCount function from QuasR package (version 1.12.0). The differentially expressed genes were identified using the edgeR package (version 3.14.0). Genes with *P*‐values smaller than 0.05 and minimum log2‐fold changes of +/−0.58 were considered as differentially regulated and were selected for functional and pathway enrichment analysis.

### Functional enrichment analysis

Functional enrichment analysis of differentially expressed genes for biological processes or pathways was performed in R using several publicly available Bioconductor resources, including org. Hs.eg.db (version 3.3.0), GO.db (version 3.4.1), GOstats (version 2.42.0) (Falcon & Gentleman, 2007), KEGG.db (version 3.2.3), and ReactomePA (version 1.16.2) (Yu & He, 2016). The significance of each biological processes or pathways identified was calculated using the hypergeometric test (equivalent to Fisher’s exact test) and those with *P* ≤ 0.05 were considered significant.

### Gene set enrichment analysis (GSEA)

GSEA analysis was performed using the JAVA application of the Broad Institute version 3.0 (http://www.broadinstitute.org/gsea). The gene sets used for the analysis were derived from gene ontology annotations, and pathways were obtained from the Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/) databases.

### Re‐analysis of transcriptomic profiling data

RNA‐sequencing gene expression values were retrieved from om TCGA Liver dataset (Cancer Genome Atlas Research Network. Electronic address & Cancer Genome Atlas Research, 2017) using cbioportal (http://www.cbioportal.org, accessed 05/12/2017) (Gao *et al*, 2013). The dataset included 364 and 314 HCCs with overall survival and disease‐free survival information, respectively. Survival analyses were performed using Kaplan‐Meier method and log‐rank test. The cutoff was defined as previously described (Budczies *et al*, 2012).

### Statistical analysis

All statistical tests were two‐sided. Data are presented as means. Bar plots with error bars represent means ± standard derivations (SD). All analyses were performed using Prism 8.0.

## Author contributions

FT and GC conceived this study. RG and FT designed and performed the experiments, analyzed the data, and wrote the manuscript. GC designed the experiments and wrote the manuscript. DB and FT established cell lines. RG and FT performed the synthetic lethal screen, SS helped to conduct the ChIP experiments. RKRK analyzed the RNA‐sequencing data. MC‐L, CE, and SP performed the histopathological analysis. MTD and FDC analyzed mouse samples.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

Dataset EV3 Click here for additional data file.

Dataset EV4 Click here for additional data file.

Dataset EV5 Click here for additional data file.

Source Data for Appendix Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 6 Click here for additional data file.

## Data Availability

The sequencing files are deposited on GEO database (https://www.ncbi.nlm.nih.gov/geo/browse/) with the accession numbers: GSE117116 (RNA‐sequencing Sorafenib‐resistant cell lines), GSE158458 (synthetic lethal barcode sequencing), and GSE181771 (RNA sequencing of YAP/TAZ and ATF4 knockdown cells).

## References

[emmm202114351-bib-0001] Andreozzi M , Quintavalle C , Benz D , Quagliata L , Matter M , Calabrese D , Tosti N , Ruiz C , Trapani F , Tornillo L *et al* (2016) HMGA1 expression in human hepatocellular carcinoma correlates with poor prognosis and promotes tumor growth and migration in *in vitro* models. Neoplasia 18: 724–731 2785535610.1016/j.neo.2016.10.002PMC5110473

[emmm202114351-bib-0002] Budczies J , Klauschen F , Sinn BV , Gyorffy B , Schmitt WD , Darb‐Esfahani S , Denkert C (2012) Cutoff finder: a comprehensive and straightforward Web application enabling rapid biomarker cutoff optimization. PLoS One 7: e51862 2325164410.1371/journal.pone.0051862PMC3522617

[emmm202114351-bib-0003] Cancer Genome Atlas Research Network. Electronic address web, Cancer Genome Atlas Research N (2017) Comprehensive and integrative genomic characterization of hepatocellular carcinoma. Cell 169: 1327–1341 e1323 2862251310.1016/j.cell.2017.05.046PMC5680778

[emmm202114351-bib-0004] Chen D , Fan Z , Rauh M , Buchfelder M , Eyupoglu IY , Savaskan N (2017) ATF4 promotes angiogenesis and neuronal cell death and confers ferroptosis in a xCT‐dependent manner. Oncogene 36: 5593–5608 2855395310.1038/onc.2017.146PMC5633655

[emmm202114351-bib-0005] Coto‐Llerena M , Ercan C , Kancherla V , Taha‐Mehlitz S , Eppenberger‐Castori S , Soysal SD , Ng CKY , Bolli M , von Flüe M , Nicolas GP *et al* (2020) High expression of FAP in colorectal cancer is associated with angiogenesis and immunoregulation processes. Front Oncol 10: 979 3273379210.3389/fonc.2020.00979PMC7362758

[emmm202114351-bib-0006] Diepenbruck M , Waldmeier L , Ivanek R , Berninger P , Arnold P , van Nimwegen E , Christofori G (2014) Tead2 expression levels control the subcellular distribution of Yap and Taz, zyxin expression and epithelial‐mesenchymal transition. J Cell Sci 127: 1523–1536 2455443310.1242/jcs.139865

[emmm202114351-bib-0007] Dixon S , Lemberg K , Lamprecht M , Skouta R , Zaitsev E , Gleason C , Patel D , Bauer A , Cantley A , Yang W *et al* (2012) Ferroptosis: an iron‐dependent form of nonapoptotic cell death. Cell 149: 1060–1072 2263297010.1016/j.cell.2012.03.042PMC3367386

[emmm202114351-bib-0008] Dixon SJ , Patel DN , Welsch M , Skouta R , Lee ED , Hayano M , Thomas AG , Gleason CE , Tatonetti NP , Slusher BS *et al* (2014) Pharmacological inhibition of cystine‐glutamate exchange induces endoplasmic reticulum stress and ferroptosis. Elife 3: e02523 2484424610.7554/eLife.02523PMC4054777

[emmm202114351-bib-0009] Dobin A , Davis CA , Schlesinger F , Drenkow J , Zaleski C , Jha S , Batut P , Chaisson M , Gingeras TR (2013) STAR: ultrafast universal RNA‐seq aligner. Bioinformatics 29: 15–21 2310488610.1093/bioinformatics/bts635PMC3530905

[emmm202114351-bib-0010] Falcon S , Gentleman R (2007) Using GOstats to test gene lists for GO term association. Bioinformatics 23: 257–258 1709877410.1093/bioinformatics/btl567

[emmm202114351-bib-0011] Gao J , Aksoy BA , Dogrusoz U , Dresdner G , Gross B , Sumer SO , Sun Y , Jacobsen A , Sinha R , Larsson E *et al* (2013) Integrative analysis of complex cancer genomics and clinical profiles using the cBioPortal. Sci Signal 6: pl1 2355021010.1126/scisignal.2004088PMC4160307

[emmm202114351-bib-0012] Gao R , Buechel D , Kalathur RKR , Morini MF , Coto‐Llerena M , Ercan C , Piscuoglio S , Chen Q , Blumer T , Wang X *et al* (2021) USP29‐mediated HIF1alpha stabilization is associated with Sorafenib resistance of hepatocellular carcinoma cells by upregulating glycolysis. Oncogenesis 10: 52 3427235610.1038/s41389-021-00338-7PMC8285469

[emmm202114351-bib-0013] Gout PW , Buckley AR , Simms CR , Bruchovsky N (2001) Sulfasalazine, a potent suppressor of lymphoma growth by inhibition of the x(c)‐ cystine transporter: a new action for an old drug. Leukemia 15: 1633–1640 1158722310.1038/sj.leu.2402238

[emmm202114351-bib-0014] Harvey KF , Zhang X , Thomas DM (2013) The Hippo pathway and human cancer. Nat Rev Cancer 13: 246–257 2346730110.1038/nrc3458

[emmm202114351-bib-0015] Heallen T , Zhang M , Wang J , Bonilla‐Claudio M , Klysik E , Johnson RL , Martin JF (2011) Hippo pathway inhibits Wnt signaling to restrain cardiomyocyte proliferation and heart size. Science 332: 458–461 2151203110.1126/science.1199010PMC3133743

[emmm202114351-bib-0016] Hiemer SE , Zhang L , Kartha VK , Packer TS , Almershed M , Noonan V , Kukuruzinska M , Bais MV , Monti S , Varelas X (2015) A YAP/TAZ‐regulated molecular signature is associated with oral squamous cell carcinoma. Mol Cancer Res 13: 957–968 2579468010.1158/1541-7786.MCR-14-0580PMC4470857

[emmm202114351-bib-0017] Jiang L , Kon N , Li T , Wang SJ , Su T , Hibshoosh H , Baer R , Gu W (2015) Ferroptosis as a p53‐mediated activity during tumour suppression. Nature 520: 57–62 2579998810.1038/nature14344PMC4455927

[emmm202114351-bib-0018] Jiang X , Stockwell BR , Conrad M (2021) Ferroptosis: mechanisms, biology and role in disease. Nat Rev Mol Cell Biol 22: 266–282 3349565110.1038/s41580-020-00324-8PMC8142022

[emmm202114351-bib-0019] Kim YS , Jin HO , Seo SK , Woo SH , Choe TB , An S , Hong SI , Lee SJ , Lee KH , Park IC (2011) Sorafenib induces apoptotic cell death in human non‐small cell lung cancer cells by down‐regulating mammalian target of rapamycin (mTOR)‐dependent survivin expression. Biochem Pharmacol 82: 216–226 2160156110.1016/j.bcp.2011.04.011

[emmm202114351-bib-0020] Kudo M , Finn RS , Qin S , Han K‐H , Ikeda K , Piscaglia F , Baron A , Park J‐W , Han G , Jassem J *et al* (2018) Lenvatinib versus sorafenib in first‐line treatment of patients with unresectable hepatocellular carcinoma: a randomised phase 3 non‐inferiority trial. Lancet 391: 1163–1173 2943385010.1016/S0140-6736(18)30207-1

[emmm202114351-bib-0021] Lachaier E , Louandre C , Godin C , Saidak Z , Baert M , Diouf M , Chauffert B , Galmiche A (2014) Sorafenib induces ferroptosis in human cancer cell lines originating from different solid tumors. Anticancer Res 34: 6417–6422 25368241

[emmm202114351-bib-0022] Lee MS , Ryoo B‐Y , Hsu C‐H , Numata K , Stein S , Verret W , Hack SP , Spahn J , Liu BO , Abdullah H *et al* (2020) Atezolizumab with or without bevacizumab in unresectable hepatocellular carcinoma (GO30140): an open‐label, multicentre, phase 1b study. Lancet Oncol 21: 808–820 3250244310.1016/S1470-2045(20)30156-X

[emmm202114351-bib-0023] Llovet JM , Ricci S , Mazzaferro V , Hilgard P , Gane E , Blanc J‐F , de Oliveira AC , Santoro A , Raoul J‐L , Forner A *et al* (2008) Sorafenib in advanced hepatocellular carcinoma. N Engl J Med 359: 378–390 1865051410.1056/NEJMoa0708857

[emmm202114351-bib-0024] Llovet JM , Zucman‐Rossi J , Pikarsky E , Sangro B , Schwartz M , Sherman M , Gores G (2016) Hepatocellular carcinoma. Nat Rev Dis Primers 2: 16018 2715874910.1038/nrdp.2016.18

[emmm202114351-bib-0025] Pan D (2010) The hippo signaling pathway in development and cancer. Dev Cell 19: 491–505 2095134210.1016/j.devcel.2010.09.011PMC3124840

[emmm202114351-bib-0026] Rahmani M , Davis EM , Crabtree TR , Habibi JR , Nguyen TK , Dent P , Grant S (2007) The kinase inhibitor sorafenib induces cell death through a process involving induction of endoplasmic reticulum stress. Mol Cell Biol 27: 5499–5513 1754847410.1128/MCB.01080-06PMC1952105

[emmm202114351-bib-0027] Sato H , Nomura S , Maebara K , Sato K , Tamba M , Bannai S (2004) Transcriptional control of cystine/glutamate transporter gene by amino acid deprivation. Biochem Biophys Res Commun 325: 109–116 1552220810.1016/j.bbrc.2004.10.009

[emmm202114351-bib-0028] Shi Y‐H , Ding Z‐B , Zhou J , Hui BO , Shi G‐M , Ke A‐W , Wang X‐Y , Dai Z , Peng Y‐F , Gu C‐Y *et al* (2011) Targeting autophagy enhances sorafenib lethality for hepatocellular carcinoma via ER stress‐related apoptosis. Autophagy 7: 1159–1172 2169114710.4161/auto.7.10.16818

[emmm202114351-bib-0029] Sun X , Ou Z , Chen R , Niu X , Chen D , Kang R , Tang D (2016) Activation of the p62‐Keap1‐NRF2 pathway protects against ferroptosis in hepatocellular carcinoma cells. Hepatology 63: 173–184 2640364510.1002/hep.28251PMC4688087

[emmm202114351-bib-0030] Tang F , Gao R , Jeevan‐Raj B , Wyss CB , Kalathur RKR , Piscuoglio S , Ng CKY , Hindupur SK , Nuciforo S , Dazert E *et al* (2019) LATS1 but not LATS2 represses autophagy by a kinase‐independent scaffold function. Nat Commun 10: 5755 3184834010.1038/s41467-019-13591-7PMC6917744

[emmm202114351-bib-0031] Totaro A , Panciera T , Piccolo S (2018) YAP/TAZ upstream signals and downstream responses. Nat Cell Biol 20: 888–899 3005011910.1038/s41556-018-0142-zPMC6186418

[emmm202114351-bib-0032] Wang W , Green M , Choi JE , Gijón M , Kennedy PD , Johnson JK , Liao P , Lang X , Kryczek I , Sell A *et al* (2019) CD8(+) T cells regulate tumour ferroptosis during cancer immunotherapy. Nature 569: 270–274 3104374410.1038/s41586-019-1170-yPMC6533917

[emmm202114351-bib-0033] Watanabe T , Sagisaka H , Arakawa S , Shibaya Y , Watanabe M , Igarashi I , Tanaka K , Totsuka S , Takasaki W , Manabe S (2003) A novel model of continuous depletion of glutathione in mice treated with L‐buthionine (S, R)‐sulfoximine. J Toxicol Sci 28: 455–469 1474634910.2131/jts.28.455

[emmm202114351-bib-0034] Wilhelm S , Carter C , Lynch M , Lowinger T , Dumas J , Smith RA , Schwartz B , Simantov R , Kelley S (2006) Discovery and development of sorafenib: a multikinase inhibitor for treating cancer. Nat Rev Drug Discov 5: 835–844 1701642410.1038/nrd2130

[emmm202114351-bib-0035] Wu J , Minikes AM , Gao M , Bian H , Li Y , Stockwell BR , Chen ZN , Jiang X (2019) Intercellular interaction dictates cancer cell ferroptosis via NF2‐YAP signalling. Nature 572: 402–406 3134127610.1038/s41586-019-1426-6PMC6697195

[emmm202114351-bib-0036] Yang WH , Ding CC , Sun T , Rupprecht G , Lin CC , Hsu D , Chi JT (2019) The hippo pathway effector TAZ regulates ferroptosis in renal cell carcinoma. Cell Rep 28: 2501–2508 e2504 3148406310.1016/j.celrep.2019.07.107PMC10440760

[emmm202114351-bib-0037] Yang WH , Huang Z , Wu J , Ding CC , Murphy SK , Chi JT (2020) A TAZ‐ANGPTL4‐NOX2 axis regulates ferroptotic cell death and chemoresistance in epithelial ovarian cancer. Mol Cancer Res 18: 79–90 3164100810.1158/1541-7786.MCR-19-0691PMC6942206

[emmm202114351-bib-0038] Yu G , He QY (2016) ReactomePA: an R/Bioconductor package for reactome pathway analysis and visualization. Mol Biosyst 12: 477–479 2666151310.1039/c5mb00663e

[emmm202114351-bib-0039] Zheng J , Sato M , Mishima E , Sato H , Proneth B , Conrad M (2021) Sorafenib fails to trigger ferroptosis across a wide range of cancer cell lines. Cell Death Dis 12: 698 3425728210.1038/s41419-021-03998-wPMC8277867

How the deposited data were processed for this re-analysis (not part of the article)

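RNA was sequenced from HLE cells transfected with siCtrl, siY/T or siATF4 and cultured with DMSO or Sorafenib, with 2 libraries in each of the 6 groups and 12 in all. The authors mapped the reads to hg19 with STAR, keeping unique hits, counted them over the exons of RefSeq mRNAs with QuasR, and deposited them as CPM, reads per 1000000 reads on genes, in 1 table of 26258 Entrez identifiers. The authors' own test was run with edgeR. Each deposited library added up to 1000000 CPM. In each library, 100% of the values were whole multiples of the value of 1 read within a tolerance of 0.001 read, so the CPM held no scaling factor beyond the library's total, and whole reads were recovered from them. All 12 columns were mapped to a group, and 0 columns were left unmapped.

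The reads on genes ranged from 41408348 to 53619732 per library with a median of 47939446. The group medians were 49341290 in siCtrl DMSO, 46337602 in siY/T DMSO, 48579784 in siATF4 DMSO, 49369044 in siCtrl Srf, 44757781 in siY/T Srf and 49730506 in siATF4 Srf cells. One read stood for 0.0187 to 0.0242 CPM. The 10 most abundant genes took between 5.75% and 7.26% of the reads. The SD of the log2 difference between the 2 libraries of a group was between 0.110 and 0.190, the last in siY/T DMSO cells. The first 3 principal components held 73.1%, 11.1% and 8.4% of the variance.

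Entrez identifiers were named from a RefSeq table of GRCh38.p14, used for names only, which named 26111 of them, and from the paper's own tables, which brought the number to 26124, leaving 134 without a name. Positions on GRCh37 came from GENCODE for 24112 of the identifiers. Genes with at least 1 CPM in at least 2 of the 12 libraries were tested, 13515 in all. The values were taken as log2(CPM + 0.5) and fitted with limma 3.58.1 in R 4.3.3, with 1 coefficient per group and a trend of the variance on the mean. The 6 groups share 1 estimate of the spread. Comparisons were siY/T and siATF4 against siCtrl within DMSO and within Sorafenib, Sorafenib against DMSO in siCtrl cells, and the difference between the effects of each siRNA in Sorafenib and in DMSO. A change was called at an unadjusted two-sided P under 0.05 and an absolute log2 fold change of at least 0.58, as in the paper's methods, and a difference between effects at a Benjamini-Hochberg adjusted P under 0.05. Single differences of CPM between 2 and 2 libraries were given no test of their own.

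Overlaps of lists were tested with Fisher's exact test, one-sided, among the genes tested, with Benjamini-Hochberg adjustment over the 16 overlaps computed. Because comparisons within an arm share their siCtrl libraries, 100 simulated draws without effects and 100 with effects assigned independently within 10 classes of expression were set beside them. Lists of ATF4 targets, NRF2 targets, YAP/TAZ targets, ferroptosis pathway genes, interferon response genes and proliferation genes were written from general knowledge before the data were examined, and they are not the sets of the paper, whose members its text does not list. The paper's own values for some members, in Datasets EV4 and EV5, had been seen by then, so the list tests were not fully blind. Of the members written, 37 of 39 ATF4 targets, 20 of 22 NRF2 targets, 21 of 22 YAP/TAZ targets, 33 of 40 ferroptosis genes, 22 of 27 interferon genes and 28 of 28 proliferation genes were tested. They were tested with camera, two-sided, with a preset correlation of 0.01 and adjustment over 30 tests, and with fry beside it.

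The genes named were chosen by a rule written before the data were examined. They are the siRNA targets, the genes the paper names, the 3 largest falls and 3 largest rises of each comparison behind the paper's lists among called genes with a mean of at least 5 CPM and no overlap between the libraries, the 5 largest falls in each of the 2 overlaps, and up to 5 members with the largest changes of a list reported. The genes taken from the overlaps also have a mean of at least 5 CPM, and *JDP2*, which is lower, is not among them. The paper's tables of these comparisons had been seen when the rule was written. *SLC7A11-AS1* lies outside the rule and was named after its values were seen.

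The alternatives tried were pseudocounts of 0.1 and 1, no filter on low values and a filter at 5 CPM, TMM scaling and quantile normalization, the replicate number as a block, a fit of only the groups compared, edgeR 4.0.16 and DESeq2 1.42.0 on the whole reads recovered, adjusted p-values with a change of at least 0.58 or 1, separate control libraries for the overlap, fry for the lists, and leaving out each library in turn. The steps were tested on simulated reads for siY/T in DMSO with 13012 genes, of which 200 were changed by 1.5 on the log2 scale. All 200 were recovered by limma, edgeR and DESeq2, with 1, 15 and 8 wrong calls. Where no gene was changed, limma called 0, edgeR 9 and DESeq2 7. The simulated changes lay well above the threshold of 0.58, went up and down in equal number, and had the same spread in all groups. The simulation therefore says little about calls near the threshold, about changes mostly in a single direction, or about the noisier siY/T DMSO libraries. Figures were drawn and tables read with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

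The paper's lists were read from Datasets EV4 and EV5. The sheet of siY/T in DMSO was held in part, 1734 of 2275 rows with all 762 lowered genes, and so was that of siATF4 in Sorafenib, 1998 of 2877 rows, so no list was tested on these sheets. Quantitative RT-PCR, immunoblots, chromatin immunoprecipitation and reporter assays, including the paper's source data for its figures, were not analysed here.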

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

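In this part, the tests of list differences between the drug arms, the test of a rise of *YAP1* and *WWTR1* mRNA, the scaling tests of the YAP/TAZ targets list and of *ATF4*, the test of the detection limit, the floor for both parts of the proliferation list, the innate response, the overlaps between arms and the simulations were chosen only after the results had been seen.

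The effect of siY/T differed between Sorafenib and DMSO for 2978 genes at an adjusted P under 0.05 (limma, Benjamini-Hochberg), lower in Sorafenib for 1923 and higher for 1055, and that of siATF4 for 5553 genes, lower for 2945 and higher for 2608. The paper does not report these differences. At an unadjusted P under 0.05 the numbers were 4903 and 6653. The number for siY/T depends on single libraries. It was 1581 without siCtrl DMSO replicate 2, 1623 without siCtrl Srf replicate 2, 1949 without siY/T Srf replicate 1 and 4575 without siY/T DMSO replicate 2, the group whose libraries differed the most. For siATF4 it stayed between 4187 and 6662 with each library left out. With a change of at least 0.58 the numbers were 670 and 1659.

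Single genes of the paper differed between the arms by the same limma test with Benjamini-Hochberg adjustment. The effect of siATF4 on *ATF4* itself was lower by -1.14 on the log2 scale in Sorafenib (adjusted p = 2.84e-07), where its level in siCtrl cells was raised by 0.97, on *SLC7A11* by -1.26 (adjusted p = 3.60e-04), on *CHAC1* by -1.89 (adjusted p = 1.28e-05) and on *ATF3* by -0.33 (adjusted p = 0.0069). On *WWTR1* it was higher by 0.61 (adjusted p = 0.0021), since *WWTR1* fell by 0.70 with siATF4 in DMSO and by 0.09 in Sorafenib. The effect of siY/T was lower in Sorafenib on *CHAC1* by -0.85 (adjusted p = 0.0083), on *ATF3* by -0.99 (adjusted p = 3.56e-05) and on *ATF4* by -0.33 (adjusted p = 0.0035). For *SLC7A11* the effect of siY/T did not differ between the arms (difference -0.18, adjusted p = 0.5519), except without siY/T Srf replicate 1, where the difference was -0.49 (adjusted p = 0.0205). The other differences kept their direction and their side of the threshold under each of the 22 alternatives run for them.

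The fall of *ATF4* mRNA with siY/T was -0.30 in DMSO and -0.63 in Sorafenib, with both siY/T libraries below both siCtrl libraries in each arm. Scaling of the libraries is argued against, since the difference between the arms was -0.34 after quantile normalization, and so is a gene near the detection limit, since the library with the fewest reads on *ATF4* among the siCtrl and siY/T libraries had 8151. A lower activity of ATF4 in siY/T cells was tested on the 1910 genes lowered by siATF4 in DMSO. Their median with siY/T in Sorafenib was 0.16, above all 10000 random lists matched on expression (central 95% from 0.04 to 0.07), which by the test set first counts against it. The ATF4 targets list, with a median of -0.56, lay below all random lists, and the explanation was set to open only after both values were seen, because these sets go opposite ways. On these data a lower activity of ATF4 and a change of *ATF4* mRNA by another route cannot be told apart, since the mRNA level does not measure the activity of the protein.

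Lists also differed between the arms (camera, two-sided, adjusted over 12 tests). The effect of siATF4 was lower in Sorafenib on the ATF4 targets list, with a median difference of -0.50 (adjusted p = 1.23e-10), and higher on the YAP/TAZ targets list, with 0.23 (adjusted p = 0.0017), and on the proliferation list, with 0.80 (adjusted p = 1.17e-22). The effect of siY/T was lower on the ATF4 targets list, with -0.18 (adjusted p = 0.0017), and on the interferon response list, with -0.30 (adjusted p = 0.0017). Sorafenib moved the ATF4 targets list by a median of 0.68 in siCtrl cells, 0.45 in siY/T cells and -0.01 in siATF4 cells.

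Arms for which the paper reports no list also held changes. In DMSO, siATF4 lowered 1910 genes and raised 1158. In siCtrl cells, Sorafenib lowered 696 genes and raised 1665. The share lowered with Sorafenib was 29.5% as deposited and 47.7% after quantile normalization, and with siATF4 in DMSO 62.3% and 53.7%. With each library left out, the numbers stayed between 1865 and 1962, 1149 and 1216, 692 and 735, and 1641 and 1692.

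The proliferation list fell with Sorafenib in siCtrl cells, with a median log2 fold change of -0.74 (camera, adjusted p = 4.39e-18, 28 of 28 members changed at a p adjusted over the list alone and 28 over all genes), and with siY/T by a median of -0.16 in DMSO and -0.25 in Sorafenib. With siATF4 it fell by a median of -0.31 in DMSO and rose by 0.50 in Sorafenib against siCtrl Srf. In siATF4 cells Sorafenib moved its median by 0.05, and in siY/T cells by -0.83. Scaling of the libraries is argued against by a median difference of 0.74 after quantile normalization, and GC content and transcript length by 0.80 with their trend removed (both past camera's threshold). A floor set by the lower starting level of siATF4 cells was weighed for 2 parts of the list, divided by function after the values were seen. For the 16 DNA replication members it is argued against, since in Sorafenib siATF4 cells lay above siCtrl cells by a median of 0.83, with 15 raised past an adjusted P under 0.05 (limma, Benjamini-Hochberg). *TK1* was the exception, with -0.15. A first form of this test, which asked that no member lie below, would have left this part open because of that gene. For the 12 mitosis members the median was 0.01, between -0.25 and 0.48, with 5 raised and 2 lowered, so a floor and a weaker response to Sorafenib cannot be told apart for them, since the members go both ways. A candidate explanation for the DNA replication members, as a hypothesis, is that cells without ATF4 keep entering DNA replication in Sorafenib, and continued division is not shown. This was not tested, and cell numbers and cycle phases were not used here.

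The interferon response list rose with siY/T by a median log2 fold change of 0.70 in DMSO (camera, adjusted p = 1.31e-04, 19 of 22 members changed at a p adjusted over the list alone and 18 over all genes) and 0.34 in Sorafenib, rose with Sorafenib in siCtrl cells by 0.52, and fell with siATF4 by a median of -0.52 in DMSO and -0.86 in Sorafenib. These calls held under fry. An unequal innate response to the siRNAs was not put to a test that could fail, since the rise of 0.70 with siY/T in DMSO, which it needs, is part of the pattern itself and lends it no support. That response and an effect of the loss of YAP/TAZ or ATF4 cannot be told apart, since each siRNA treatment goes with 1 group in each arm, and no other siRNA against the same genes is among the 12 libraries. Scaling, GC content and other technical explanations were not tested for this list beyond the alternatives, under which its 5 medians kept their signs.

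The YAP/TAZ targets list rose with siATF4 in Sorafenib, with a median log2 fold change of 0.30 (mean 0.62, camera, adjusted p = 0.0137, fry, adjusted p = 4.59e-05, 17 of 21 members changed at a p adjusted over the list alone and 17 over all genes), with 7 members called raised and 3 lowered. Scaling of the libraries is argued against by a median of 0.32 after quantile normalization, and GC content and transcript length by 0.43 with their trend removed, with the list past an unadjusted camera test in both. A rise of *YAP1* and *WWTR1* mRNA is argued against, since the higher of their log2 fold changes was 0.00 (*YAP1*, standard error 0.076). A release of genes that depend on YAP/TAZ by the loss of ATF4 was tested on the 488 genes lowered by siY/T in DMSO, in other libraries. Their median with siATF4 in Sorafenib was 0.41, above all 10000 random lists (central 95% from -0.09 to 0.02), which is consistent with such a release. The 1485 genes raised by siY/T in DMSO had a median of -0.83, below all random lists, so the movement is not specific to the genes that fall with siY/T. A release through the activity of YAP/TAZ stays a hypothesis, and no protein was measured here.

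Taken over all genes, the changes with siY/T and with siATF4 were negatively correlated, although the genes lowered by siY/T in Sorafenib went both ways, with 31.0% of them lowered by siATF4 and 22.4% raised. The 161 genes lowered by both in Sorafenib, against 97.0 expected (odds ratio 2.02), do not follow the opposition. Neither do the 144 against 73.3 (odds ratio 2.44) for siY/T in Sorafenib and siATF4 in DMSO. Within DMSO the 89 genes lowered by both, against 69.0 (odds ratio 1.37), do not follow it either. The genes lowered by siY/T in DMSO and by siATF4 in Sorafenib do follow the opposition, with 58 against 91.2 (odds ratio 0.58). In Sorafenib, 116 genes lowered by siY/T were raised by siATF4 and 477 genes raised by siY/T were lowered by siATF4, as overlaps the paper does not discuss. Shared siCtrl libraries are argued against, since the genes lowered by siY/T in DMSO and raised by siATF4 in Sorafenib, which share no library, had an odds ratio of 6.19 (95% interval 5.08 to 7.52). The expression level of the genes is argued against by an odds ratio of 2.73 within 10 classes of expression, scaling by 2.66 after quantile normalization, and GC content and transcript length by 3.09 within their classes, each with a 95% interval above 1. Over all 13515 genes, the Pearson correlation of the changes was -0.29 within Sorafenib, where draws without effects gave 0.50 on average, -0.30 within DMSO, and -0.55 between siY/T in DMSO and siATF4 in Sorafenib, which argues against shared libraries. For the last pair it was -0.53 with the GC content and transcript length trend removed and -0.53 after quantile normalization, and between siY/T in Sorafenib and siATF4 in DMSO it was -0.20. Genes are not independent replicates, so no p-value is given. The explanations tested leave a biological opposition of YAP/TAZ and ATF4 across many genes, but not across those lowered by both, as a hypothesis. Off-target effects of the siRNAs were not tested and stay open. On the first principal component, the siCtrl DMSO libraries lay at -7.4 and -6.9. The siATF4 DMSO libraries lay at -60.1 and -62.6 and the siY/T DMSO libraries at 30.4 and 33.6. Sorafenib alone moved siCtrl cells the same way as siY/T, to 28.0 and 26.5. The opposition thus runs along an axis shared with the drug response. A general state of the cells behind that axis was not tested and stays open.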

How the results depend on the processing

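All settings in this part were chosen before the data were examined, and none was added later. For 50 results that answer a comparison and 709 results of single genes, 27 settings were run where they apply. A value counted as the same when it kept its direction and its side of the threshold, or, for a number of genes, stayed within 1.5 times, and a change of sign was also counted as the same where a value passed the threshold in neither setting. Of the comparison results under alternatives, 1121 were the same, 27 moved, 13 newly passed a threshold, 2 no longer passed and 1 reversed. Of those of single genes, 15150 were the same, 133 newly passed, 278 no longer passed and 2 reversed. The causes of the changes below were not tested, except where a stricter threshold can only lower a count.

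*SLC7A11* kept its direction and passed the threshold in all 5 comparisons under every alternative run for it. With each library left out in turn its log2 fold change lay between -1.59 and -1.40 with siY/T in DMSO, -1.99 and -1.36 with siY/T in Sorafenib, -2.29 and -2.17 with siATF4 in Sorafenib, -1.06 and -0.88 with siATF4 in DMSO, and 1.39 and 1.58 with Sorafenib in siCtrl cells.

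Quantile normalization, edgeR and DESeq2 raised the number of genes lowered by siY/T in DMSO from 488 to 789, 739 and 771, and the number lowered by siY/T and raised by siATF4 in Sorafenib from 116 to 190, 192 and 188. The threshold of an adjusted P under 0.05 and a change of at least 1, stricter by construction, left 110 lowered and 419 raised with siY/T in DMSO, 150 and 233 with siY/T in Sorafenib, 1189 and 295 with siATF4 in Sorafenib, 764 and 277 with siATF4 in DMSO, and 103 and 394 with Sorafenib in siCtrl cells. It left 26 genes lowered by both, 30 lowered by siY/T and raised by siATF4, and 15 shared with the resistant cells. Of the differences between arms, 75 for siY/T and 318 for siATF4 passed it, and 670 and 1659 passed with a change of at least 0.58.

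With each library left out in turn, the genes lowered and raised lay between 466 and 696 and between 1479 and 1560 with siY/T in DMSO, 504 and 577 and 802 and 883 with siY/T in Sorafenib, 2490 and 2571 and 1386 and 1417 with siATF4 in Sorafenib, 1865 and 1962 and 1149 and 1216 with siATF4 in DMSO, and 692 and 735 and 1641 and 1692 with Sorafenib in siCtrl cells. The genes lowered by both lay between 154 and 175, those lowered by siY/T and raised by siATF4 between 101 and 145, and those shared with the resistant cells between 41 and 48. The differences between arms lay between 4187 and 6662 for siATF4 and between 1581 and 4575 for siY/T, where 4 libraries moved the number by more than 1.5 times, giving 1581 without siCtrl DMSO replicate 2, 1623 without siCtrl Srf replicate 2, 1949 without siY/T Srf replicate 1 and 4575 without siY/T DMSO replicate 2. Where a group was left with 1 library, that library was assumed to vary like the other groups.

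For the gene lists, camera no longer called the NRF2 targets list with siY/T in DMSO after quantile normalization (median -0.27, adjusted p = 0.0806) or without siY/T DMSO replicate 2 (adjusted p = 0.0738), where the leave-one-out medians lay between -0.24 and -0.20. The ferroptosis list with siY/T in DMSO was called under DESeq2 (median -0.18, adjusted p = 0.0367) and without siY/T DMSO replicate 1 (-0.07, adjusted p = 0.0218), with leave-one-out medians between -0.114 and -0.051, and with siY/T in Sorafenib at the 5 CPM filter, where its median was -0.003 (adjusted p = 0.0446). The NRF2 targets list with siATF4 in Sorafenib was called at the 5 CPM filter (median -0.52, adjusted p = 0.0487), after quantile normalization (-0.46, adjusted p = 0.0336), by edgeR (-0.41, adjusted p = 0.0495), by DESeq2 (-0.41, adjusted p = 0.0367) and by fry (-0.42, adjusted p = 5.15e-05). Under camera these settings are close to the threshold, the deposited values giving 0.0712. The fry test, which compares a list with no change rather than with the other genes, also called the ATF4 targets list (-0.22, adjusted p = 0.0070), the NRF2 targets list (-0.38, adjusted p = 1.08e-04), the YAP/TAZ targets list (0.16, adjusted p = 0.0070) and, with a direction up and a mean of 0.143 against a median of -0.011, the ferroptosis list (adjusted p = 3.16e-04) with siATF4 in DMSO, and the NRF2 targets list with Sorafenib in siCtrl cells (0.12, adjusted p = 0.0469). For the ferroptosis list with Sorafenib, with a median of 0.021, its direction was up (adjusted p = 0.0447) where camera's was down. The other lists kept their side of the threshold under each setting, and those that passed it kept their direction. Of those that did not pass, the ferroptosis list with siATF4 in Sorafenib went up by camera and down by fry.

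Among single genes, the difference between the effects of siATF4 on *IFIT1* in the 2 arms reversed, from -0.81 to 0.21 by edgeR (adjusted p = 0.6353) and 0.23 by DESeq2 (adjusted p = 0.6846). *IFIT1* was at 0.22 CPM in siATF4 DMSO cells, where the pseudocount takes up most of the value.

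The libraries share replicate numbers across groups, but the numbers did not pair them across the drug arms. Of 15 correlations between groups of the deviations from the group means, from -0.28 to 0.19, 3 were above 0.1 and 2 below -0.1. Between groups of the same arm they lay between 0.04 and 0.19, and between groups of different arms between -0.28 and 0.01. Pairing within each arm therefore stays open, since the block below does not separate the arms. With the replicate number as a block (replicate block), the number of genes for the siY/T effect in Srf minus in DMSO was 2814 and for the siATF4 effect in Srf minus in DMSO 5456, 1157 genes were raised by siATF4 in DMSO, and the block changed no call among the results that answer a comparison.

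The depth limits genes of low expression. Without a filter 20710 genes were tested, and at 5 CPM 11653, where *NOX4* could not be given a value. *EMP1* and *CYBB*, which the paper names, were under the minimum of 1 CPM and were not tested. Fold changes of genes near 0 CPM in a group, such as *ANKRD1* with siY/T and *NUPR1* with siATF4, move with the pseudocount.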

Differences from the paper's values

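The tests in this part that compare the paper's lists gene by gene were chosen only after the numbers had been seen, and those after TMM scaling and quantile normalization were added last. All settings named were set before the data were examined. Of 6 numbers of genes compared with the paper's, 4 differed, and of 56 log2 fold changes, 20 differed by more than the residual SD of the gene in the limma fit. That SD measures the spread between libraries and served only as a yardstick, not as the error of a difference between analyses of the same experiment. All 56 had the same sign as the paper's.

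For the genes lowered by siY/T in DMSO, 488 were found and the paper's tables hold 762. A pseudocount of 0.1 (560), TMM scaling (629), quantile normalization (789), edgeR (739) and DESeq2 (771) on the recovered reads came within 1.5 times the paper's number, as did leaving out siCtrl DMSO replicate 1 or siY/T DMSO replicate 2. A pseudocount of 1, no filter, a filter at 5 CPM, the replicate block, only the groups compared and adjusted p-values with a change of at least 0.58 or 1 did not. For the genes lowered by siY/T in Sorafenib, 519 were found and the paper's list holds 831. A pseudocount of 0.1 (641), no filter (559), TMM scaling (619), quantile normalization (655), edgeR (774) and DESeq2 (748) came within 1.5 times, as did leaving out siCtrl Srf replicate 1 or siY/T Srf replicate 1, and the other settings just named did not.

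For the genes lowered by both siRNAs in Sorafenib, 161 were found, and the paper's number is 262 in its text and 264 in the legend of Fig 5A and in Dataset EV5. A pseudocount of 0.1 (196), no filter, TMM scaling (177), edgeR (229) and DESeq2 (214) came within 1.5 times of both. Leaving out siCtrl Srf replicate 1 did so for 262 alone. A pseudocount of 1, a filter at 5 CPM, quantile normalization, the replicate block, only the groups compared, the stricter thresholds and separate control libraries did not. The numbers for siATF4 in Sorafenib and for the overlap with the resistant cells did not differ by more than 1.5 times.

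By gene, 519 of the paper's 831 genes lowered by siY/T in Sorafenib were called here, of 719 tested, and edgeR on the recovered reads called all 719, DESeq2 712, limma after TMM scaling 618 and after quantile normalization 615. Of the paper's 264 genes lowered by both, 160 were called of 207 tested, by edgeR all 207, by DESeq2 201, after TMM scaling 176 and after quantile normalization 140. Of the paper's 56 genes shared with the resistant cells, 44 were called of 54 tested, by edgeR all 54, by DESeq2 53, after TMM scaling 49 and after quantile normalization 52.

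Of the log2 fold changes, 6 differed under each of the settings run for them. A pseudocount of 0.1, edgeR and DESeq2 gave larger falls than the paper's for all 6, and the other settings that keep all libraries gave smaller ones. These were *ANKRD1* with siY/T, -1.86 in DMSO where the paper's is -2.97 and -1.32 in Sorafenib where the paper's is -2.12, and with siATF4 in Sorafenib *FXYD2*, -2.62 (the paper's -3.03), *FXYD6-FXYD2*, -2.68 (the paper's -3.11), *NOX4*, -0.57 (the paper's -0.94), and *NUPR1*, -3.87 (the paper's -4.74). The largest difference was 1.11, for *ANKRD1*, and the median over the 56 was 0.07. *NOX4*, which the paper calls lowered, fell short of the fold change threshold here, and was called with a pseudocount of 0.1 (-1.19), by edgeR (-1.44), by DESeq2 (-1.46), without siATF4 Srf replicate 1 (-0.77) and without siCtrl Srf replicate 2 (-0.61).

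*CCN2* with siY/T was -2.04 in DMSO (the paper's -2.15) and -1.51 in Sorafenib (the paper's -1.64), *HBEGF* -1.08 in Sorafenib (the paper's -1.24) and *SLC6A8* -1.52 (the paper's -1.65). These 4 were closed by a pseudocount of 0.1, TMM scaling, quantile normalization, edgeR and DESeq2. The same settings except quantile normalization closed *ATF3* in Sorafenib, -1.49 (the paper's -1.56), and *IGFBP3* in DMSO, -3.59 (the paper's -3.66). TMM scaling, edgeR and DESeq2 alone closed *ATF4* in Sorafenib, -0.63 (the paper's -0.68). With a pseudocount of 0.1, quantile normalization, edgeR or DESeq2, but not TMM scaling, the difference closed for *FGF1* in Sorafenib, -2.66 (the paper's -2.89), and *TMEM40*, -2.48 in DMSO (the paper's -2.66) and -2.54 in Sorafenib (the paper's -2.74). A pseudocount of 0.1, edgeR and DESeq2, but neither scaling, closed *MAB21L2*, -1.23 (the paper's -1.33), and *SLIT2*, -1.04 (the paper's -1.17), both with siATF4 in Sorafenib. *CXCL5* with siY/T was -2.78 in DMSO (the paper's -3.06), closed by a pseudocount of 0.1 (-3.03) and quantile normalization (-2.96) alone, and -1.55 in Sorafenib (the paper's -1.80), closed by a pseudocount of 0.1 (-1.80) alone. For all 14 a pseudocount of 1, no filter, a filter at 5 CPM, the replicate block and only the groups compared did not close the difference.

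Leaving out 1 library also closed some of these. In DMSO these were siCtrl replicate 2 or siY/T replicate 2 for *CCN2*, siCtrl replicate 2 or siY/T replicate 1 for *IGFBP3*, and siY/T replicate 1 for *TMEM40*. In Sorafenib they were siY/T replicate 1 for *ATF3* and *FGF1*, siCtrl replicate 1 for *ATF4* and *CCN2*, siCtrl replicate 1 or siY/T replicate 2 for *HBEGF*, siY/T replicate 2 for *SLC6A8* and *TMEM40*, siATF4 replicate 1 for *MAB21L2* and siATF4 replicate 2 for *SLIT2*. The number of the 56 that differed was 20 as reported, 7 with a pseudocount of 0.1, 33 with a pseudocount of 1, 14 after TMM scaling, 19 after quantile normalization, 8 by edgeR and 8 by DESeq2.

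The paper states that genes of the regulation of lipid peroxidation were enriched among the genes deregulated by siY/T (Fig 1E), without naming the drug arm. The set it used was not tested here. The ferroptosis list mixes members of opposite roles, so its values below do not weigh for or against that enrichment. With siY/T in DMSO, the ferroptosis pathway list written from general knowledge had a median log2 fold change of -0.11 (camera, adjusted p = 0.0712), and was called under DESeq2 (-0.18, adjusted p = 0.0367) and without siY/T DMSO replicate 1 (-0.07, adjusted p = 0.0218). *SLC7A11*, a member of that list, fell by 1.49, where the paper's table gives -1.60, a difference within the residual SD of the gene.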

Other observations

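In this part, the tests of shared control libraries, alone and together with the expression level, and of scaling for the genes lowered by both siRNAs were chosen only after the results had been seen.

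The overlap of genes lowered by both siRNAs in Sorafenib was weighed against technical explanations. The comparison without a shared library that was fixed first, of the genes lowered by siY/T in DMSO with those lowered by siATF4 in Sorafenib, had fewer shared genes than expected, 58 against 91.2 (odds ratio 0.58, 95% interval 0.43 to 0.76). A comparison added after that value was seen, of the genes lowered by siY/T in Sorafenib with those lowered by siATF4 in DMSO, had more, 144 against 73.3 (odds ratio 2.44, 95% interval 1.99 to 2.99), and it argues against shared siCtrl Srf libraries as the whole cause. The list lowered by siY/T in DMSO therefore shows no excess with siATF4 in Sorafenib. The expression level of the genes is argued against by an odds ratio of 1.55 within 10 classes of expression (95% interval 1.28 to 1.89), scaling by 1.69 after quantile normalization (1.39 to 2.05), and GC content and transcript length by 1.69 within their classes (1.38 to 2.06). Shared libraries together with the expression level stay open. Within 10 classes of expression the pair without a shared library chosen afterwards had an odds ratio of 2.07 (95% interval 1.69 to 2.53), whereas the pair fixed first had 0.58 over all genes without classes, and draws with shared libraries and effects assigned independently within those classes gave 139 genes on average, between 115 and 162, a range that holds the observed 161. As a share of the genes lowered by siY/T, the observed 31.0% lay above the 20.2% to 29.2% of the draws. This joint explanation and shared targets of YAP/TAZ and ATF4 cannot be told apart, since these values point both ways, and the joint explanation was set to open only after they had been seen. Within DMSO, 89 genes were lowered by both, against 69.0 expected (odds ratio 1.37, 95% interval 1.07 to 1.74).

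The remaining lists and comparisons gave these values. The ATF4 targets list had a median of -0.22 with siATF4 in DMSO (camera, adjusted p = 0.2024) and 0.68 with Sorafenib in siCtrl cells (camera, adjusted p = 4.19e-06). The NRF2 targets list had -0.28 with siY/T in Sorafenib (camera, adjusted p = 6.35e-05, 15 of 20 members changed at a p adjusted over the list alone and 15 over all genes), -0.42 with siATF4 in Sorafenib (camera, adjusted p = 0.0712), -0.38 with siATF4 in DMSO (camera, adjusted p = 0.1228) and 0.12 with Sorafenib (camera, adjusted p = 0.7123). The YAP/TAZ targets list had -0.65 with siY/T in Sorafenib (camera, adjusted p = 1.77e-08), 0.16 with siATF4 in DMSO (camera, adjusted p = 0.2431), and with Sorafenib a median of 0.04, a mean of -0.12 and a downward direction by camera (adjusted p = 0.6174). For the ferroptosis pathway list the signs of the measures parted. With siY/T in Sorafenib its median was 0.01, its mean -0.06 and camera's direction down (adjusted p = 0.0952). With siATF4 in Sorafenib its median was 0.09, its mean -0.03, camera's direction up (adjusted p = 0.7166) and fry's down. With siATF4 in DMSO its median was -0.01, its mean 0.14 and camera's direction up (adjusted p = 0.4484). With Sorafenib its median was 0.02, its mean 0.06 and camera's direction down (adjusted p = 0.7599).

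Sorafenib raised *SLC7A11* in siCtrl cells by 1.49 on the log2 scale (standard error 0.143, adjusted p = 1.44e-06 from limma with Benjamini-Hochberg adjustment), *CHAC1* by 2.28 and *ATF4* by 0.97, with both Sorafenib libraries above both DMSO libraries. With siATF4 in DMSO, *SLC7A11* fell by 0.97 and *CHAC1* by 0.87. The antisense gene *SLC7A11-AS1* rose from 8.25 and 9.02 CPM in siCtrl Srf to 17.3 and 16.5 CPM in siATF4 Srf cells, the opposite direction to *SLC7A11*, so reads left unseparated by strand would make the fall of *SLC7A11* with siATF4 smaller. With siY/T in Sorafenib *SLC7A11-AS1* was lower, at 6.01 and 5.49 CPM, and in DMSO it went from 6.38 and 5.55 to 5.01 and 5.19 CPM. This is the direction of *SLC7A11* but a smaller fall in proportion, so unseparated reads would make the log2 fold change of *SLC7A11* with siY/T smaller in size as well.

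Other regulators of ferroptosis and partners of YAP/TAZ that the paper names moved as follows with siY/T in DMSO. *NFE2L2* fell by 0.29 and *ANGPTL4* by 0.87, *NOX4* rose by 0.93 from a mean of 0.37 CPM, *TEAD1* fell by 0.59, *TEAD4* by 0.33, *TEAD2* rose by 0.42 and *TEAD3* changed by 0.04. *WWTR1* fell by 0.70 with siATF4 in DMSO (limma, Benjamini-Hochberg adjusted p = 1.29e-05) and by 0.09 in Sorafenib, values of mRNA, whereas the paper's statement on TAZ under siATF4 is about protein. With siATF4 in Sorafenib the YAP/TAZ target genes *CCN2* and *CCN1* rose by 2.66 and 1.30, and *IGFBP3*, the gene with the largest fall under siY/T, changed by -0.02. With siATF4 in DMSO *CCN2* and *CCN1* rose by 1.71 and 0.79, whereas *IGFBP3* had a log2 fold change of -1.20 (limma, Benjamini-Hochberg adjusted p = 1.16e-08), with both siATF4 libraries below both siCtrl libraries.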
